# Dermal wound transcriptomic responses to Infection with *Pseudomonas aeruginosa* versus *Klebsiella pneumoniae* in a rabbit ear wound model

**DOI:** 10.1186/1472-6890-14-20

**Published:** 2014-05-02

**Authors:** Kai P Leung, Peter D’Arpa, Akhil K Seth, Matthew R Geringer, Marti Jett, Wei Xu, Seok J Hong, Robert D Galiano, Tsute Chen, Thomas A Mustoe

## Abstract

**Background:**

Bacterial infections of wounds impair healing and worsen scarring. We hypothesized that transcriptome analysis of wounds infected with *Klebsiella pneumoniae* (*K.p.*) or *Pseudomonas aeruginosa* (*P.a.*) would indicate host-responses associated with the worse healing of *P.a.-* than *K.p.-*infected wounds.

**Methods:**

Wounds created on post-operative day (POD) 0 were infected during the inflammatory phase of healing on POD3 and were harvested on POD4 for microarray and transcriptome analysis. Other wounds received topical antibiotic after infection for 24 hours to promote biofilm development, and were harvested on POD6 or POD12.

**Results:**

Wounds infected for 24 hours, relative to uninfected wounds, elevated transcripts of immune-response functions characteristic of infiltrating leukocytes. But *P.a.*-infected wounds elevated many more transcripts and to higher levels than *K.p.*-infected wounds. Coincidently, suppressed transcripts of both wounds enriched into stress-response pathways, including EIF2 signaling; however, this was more extensive for *P.a.*-infected wounds, including many-fold more transcripts enriching in the ‘cell death’ annotation, suggesting resident cutaneous cell toxicity in response to a more damaging *P.a.* inflammatory milieu. The POD6 wounds were colonized with biofilm but expressed magnitudes fewer immune-response transcripts with no stress-response enrichments. However, elevated transcripts of *P.a.*-infected wounds were inferred to be regulated by type I interferons, similar to a network unique to *P.a.*-infected wounds on POD4. On POD12, transcripts that were more elevated in *K.p.*-infected wounds suggested healing, while transcripts more elevated in *P.a.*-infected wounds indicated inflammation.

**Conclusions:**

An extensive inflammatory response of wounds was evident from upregulated transcripts 24 hours after infection with either bacterium, but the response was more intense for *P.a.*- than *K.p.*-infected wounds. Coincidently, more extensive down-regulated transcripts of *P.a.*-infected wounds indicated a stronger “integrated stress response” to the inflammatory milieu that tipped more toward cutaneous cell death. Unique to *P.a.*-infected wounds on POD4 and POD6 were networks inferred to be regulated by interferons, which may result from intracellular replication of *P.a.* These data point to specific downregulated transcripts of cells resident to the wound as well as upregulated transcripts characteristic of infiltrating leukocytes that could be useful markers of poorly healing wounds and indicators of wound-specific treatments for improving outcomes.

## Background

Wound healing proceeds in an orchestrated, highly ordered, and overlapping cascade of hemostasis, inflammation, proliferation, and remodeling [1,2] that can be deranged by local or systemic pathologies such as stress [3,4], diabetes [5-9], and infections [10-13], including biofilm infections [14,15], which can result in delayed wound closure and worsened scarring.

Microbial colonization of both acute and chronic wounds is inevitable. In many settings, gram-positive endogenous skin flora predominate [16]. While this is also the case for combat wounds [17], combat casualties hospitalized for definitive tertiary care in medical treatment facilities are at high risk for nosocomial infections [18,19] that develop days after injury and are largely due to multi-drug resistant gram-negative organisms including *Acinetobacter*, *Pseudomonas*, *Enterobacter*, and *Klebsiella*[18,20-22].

Biofilms are highly differentiated and spatially organized three-dimensional structures consisting of matrix-enclosed communities of one or more microbial species that form on colonizable surfaces [23]. Biofilms form rapidly in acute wounds [24,25] and contribute to the pathogenesis of chronic non-healing wounds [26-28].

Inflammation is the normal response to tissue injury and microbial infection, and in proper degree is required for tissue repair and healing. However, persistent inflammation or uncontrolled inflammation such as observed in chronic and/or infected wounds results in poor wound outcomes due to delayed wound closure and hypertrophic scarring [29]. The extent of inflammation and its clearance in a timely fashion can influence the rate and quality of wound healing [30,31].

Differences in the host-response to pathogens have been associated with virulence mechanisms. *P. aeruginosa* is a common gram-negative bacterium of nosocomial and life-threatening infections of immuno-compromised patients [32]. It possesses many virulence factors such as exoproteases (e.g., elastase), siderophores, exotoxins, hydrogen cyanide, and pyocyanin to attack host defenses. *K. pneumoniae* account for a substantial percentage of nosocomial infections in neonates, patients undergoing respiratory therapies, and patients hospitalized in urology and burn wards, but less is known about its virulence in wound infection and healing. Factors such as MagA (responsible for the mucoviscosity that correlates with high serum resistance *in vivo*[33]), siderophore aerobactin [34], and cell surface-associated fimbriae [35] have been implicated in *K. pneumoniae* virulence.

Using a full-thickness dermal rabbit ear wound model, we previously demonstrated that bacterial wound infections transitioned from active planktonic-phase infections to biofilm-dominant infections that delayed wound closure (epithelialization) and granulation tissue in-growth [11-13]. The extent of wound healing impairment depended on the infecting bacterial species. *Pseudomonas aeruginosa (P.a.)* caused the most healing impairment, *Klebsiella pneumoniae (K.p*.) slightly delayed closure relative to uninfected wounds, and *Staphylococcus aureus* was intermediate between *P.a.* and *K.p.*[12]. These infections stimulated the expression of inflammatory cytokines such as interleukin 1-β (IL-1β) and tumor necrosis factor-α (TNF-α) to levels proportional to the wound healing impairment [12].

Global gene expression analysis using microarrays has been used to define events in tissue repair [1], such as those that differ between healing and non-healing venous leg ulcers [36], skin wounds and oral mucosa wounds (a “privileged” tissue that heals rapidly without scar) [37], as well as fetal wounds which heal without scar and postnatal wounds that scar [38].

Here, we have used microarray/transcriptome analyses of wounds infected with *P.a.* or *K.p.* to identify similarities and differences in the wound responses to these differently virulent bacteria. The findings contribute to understanding the molecular foundations of the impaired healing caused by bacterial infections.

## Methods

### Animals

Under an approved protocol by the Animal Care and Use Committee at Northwestern University, adult female New Zealand white rabbits (3–6 months, ~3 kg) were acclimated to standard housing and fed *ad libitum*. All animals were housed in individual cages under constant temperature and humidity with a 12-hour light–dark cycle.

### Bacterial strains and culture

*P.a.* strain PAO1 was obtained from the laboratory of Dr. Barbara H. Iglewski, University of Rochester Medical Center. *K.p.* strain BAMC 07–18 was kindly provided by LTC Clinton Murray of Brooke Army Medical Center, Fort Sam Houston. To prepare the bacteria for the wound infection, *P.a.* PAO1 and *K.p.* BAMC 07–18 were grown in Luria (LB) broth and tryptic soy broth (TSB), respectively. After overnight incubation at 37°C, 0.5-mL of the *P.a.* and *K.p.* cultures were transferred to 9.5-mL of fresh sterile LB and TSB, respectively, and incubated at 37°C until the cultures reached the log phase. Bacteria were harvested and washed in phosphate-buffered saline (PBS) once by centrifugation at 4,000 rpm for 15-minutes at 4°C. The resultant pellets were resuspended in PBS and adjusted to an optical density of 0.5 at the wavelength of 600-nm (OD_600_). An OD_600_ 0.5 was equivalent to 10^8^ CFU per mL, which was determined empirically for each strain of bacteria used. Ten-μL of bacteria suspension at OD_600_ 0.5 from each strain was used as the inoculum (approximately 1 × 10^6^ CFU per wound) for infecting the rabbit ear wounds.

### Wounding and infection

Wounding, bacterial infection, and biofilm formation were adopted from our previously published wound biofilm model [11-13]. Briefly, rabbits were anesthetized with an intramuscular injection of ketamine (22.5 mg/kg) and xylazine (3.5 mg/kg) mixture prior to surgery. Ears were shaved, sterilized with 70% ethanol, and injected intradermally with 1% lidocaine /1:100,000 epinephrine at the wound sites. A total of 18 rabbits were used. Four, 6-mm diameter, full-thickness dermal wounds were created in the central area of the ventral ear down to perichondrium (4 wounds per ear). To minimize variations in dermal thickness and blood flow to the wounds, distal and proximal areas of the ear were not used. After surgery, wounds were dressed with Tegaderm (3 M Health Care, St. Paul, MN), a semi-occlusive transparent film. Individual wounds were inoculated with 10^6^ bacteria on postoperative day (POD) 3 and redressed with Tegaderm. Bacteria were allowed to proliferate *in vivo* under the Tegaderm dressing. A topical antibiotic, Ciloxan ointment (Ciprofloxacin 0.3%, Alcon, Fort Worth, TX), was applied on POD4 to eliminate free-floating, planktonic-phase bacteria, leaving a predominate biofilm. To prevent seroma formation and re-growth of planktonic bacteria, an antimicrobial, absorbent dressing containing polyhexamethylene biguanide (Telfa AMD, Tyco Healthcare Group, Mansfield, MA) was applied to wounds on PODs 5, 6, and then every other day until harvest. Uninfected and infected wounds were equally treated with the antibiotics and dressings. All dressings were examined daily throughout the protocol.

### Harvesting of wounds

After euthanizing the animals by intracardiac euthasol injection, wounds were harvested for RNA extraction. All wounds were excised using a 7-mm biopsy punch (Acuderm inc., Fort Lauderdale, FL). Wounds from different study groups were harvested at POD 4 (prior to the application of local antibiotic), POD6, and POD12, and RNA was isolated for microarray and reverse transcription quantitative PCR (RT-qPCR) analyses.

### RNA extraction

For mRNA extraction, the dermal layer on the dorsal side of the ear wound was removed and the wound bed was punched out and samples of all wounds were frozen in RNAlater (Ambion, Austin, TX) at −80°C for molecular analysis. Wound samples were homogenized using a Mini-bead beater-8 (Biospec Products Inc, Bartlesville, OK) using Zirconia beads (2.0 mm diameter, Biospec Products Inc) in the presence of Trizol Reagent (Sigma-Aldrich, St. Louis, MO). Total RNA was isolated according to the manufacturer’s protocol. Contaminating genomic DNA during RNA preparation was removed using the Turbo DNA-free kit (Ambion, Austin, TX). In general, 1 μg of RNA was obtained from each wound. The quantity and quality (Absorbance 260/Absorbance 280 ratio, 28 s/18 s RNA ratio, RNA integrity number) of the extracted RNA was determined using a NanoDrop 2000C UV–vis Spectrophotometer (Thermo Scientific, Wilmington, DE) and the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), respectively.

### Microarray

RNA (1 μg each) was collected from 5 control (uninfected), 5 *K.p.*-infected, and 5 *P.a.*-infected wounds at each time point (POD4, 6, and 12; 45 samples total). 

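The arrays analysed here numbered 40, hybridized on 11 slides. By their sample labels, the wounds came from 13 rabbits when rabbits were counted within each group. Both infected groups and the uninfected group of POD4, as well as the *K.p.* group of POD6, had 2 rabbits each, and the other 5 groups had 1 rabbit each. A rabbit label that recurred on another day was treated as a separate animal, because the labels do not settle whether it was the same one. A label of an uninfected rabbit that carried a question mark was read as the label without it. Wounds were the replicates, as in the comparisons of the paper, and rabbits entered only as alternatives.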

Each RNA sample was labeled with the One-Color Quick-Amp Labeling Kit (Agilent Technologies) and hybridized to an Agilent custom rabbit microarray (Agilent Product # G2519F) containing 4 sets of 44,000 probes per slide. The microarray contains 43,803 rabbit probes representing a total of 19,938 unique rabbit sequences. 

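Each array analysed here held 43803 spots besides 1417 control spots. Spots of the same probe were averaged, which gave 43603 probes for 19879 sequences. Of these sequences, 14226 carried only a transcript identifier and 901 were given a gene symbol. A RefSeq accession found in NCBI's gene table for the rabbit assembly mOryCun1.1 gave 652 of the symbols, and a gene number in that table gave 64. A name in the scanner output that the table also held gave 88, a symbol in the scanner output's description gave 33, and a name in the scanner output alone gave 50. The other 14 came from the full gene name in Additional file 1 together with a symbol in Additional files 2 to 6. Of Additional file 1, the first 1999 of its 19879 sequences were read. Sequences without a symbol were tested and counted but not named, apart from those that the paper names itself.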

All labeling and hybridization was performed at the University of Florida Interdisciplinary Center for Biotechnology Research according to standard Agilent recommended protocols.

### Data collection and analysis

Data preprocessing was performed using the Bioconductor Limma package. The background correction was performed using Normexp with offset value 50. Quantile normalization was then used to correct for the non-biological variations across arrays. Probes were filtered based on the criteria that at least 39 samples must have a signal level above background and negative controls. The signal intensity values were further normalized by subtracting (in log2 scale) the time zero sample mean (i.e., POD3, immediately after wounding). 

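A mean that is subtracted from every array cancels in each comparison between groups, so this step changes no fold change, and the POD3 arrays were not analysed here. Probes marked by the scanner software as well above background on at least 39 of the 40 arrays numbered 13601 and represented 6905 sequences. The paper tallies differential expression over 19,879 sequences. No probe was therefore left out for dimness in the comparisons made here, and the limit of 39 arrays was tried as an alternative.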

Differentially expressed genes were identified using routines implemented in the Limma package to fit linear models to the normalized expression values [39]. The variance used in the t-score calculation was corrected by an empirical Bayesian method for better estimation under small sample size. All *p*-values were corrected by the Benjamini-Hochberg procedure.

### Ingenuity pathway analysis

Ingenuity Pathway Analysis (IPA, Ingenuity Systems Inc.) was used to analyze enrichments of DEGs (infected vs. uninfected wounds, and *K.p.-* vs. *P.a.*-infected wounds) into functions, pathways and networks. Because IPA does not analyze rabbit gene identifiers (IDs), they were first converted to their human ortholog gene IDs. Out of the 19,879 sequences on the microarray, 13,481 unique sequences mapped to human IDs and were ‘Analysis-Ready’ in IPA (68%). Data were analyzed through the use of causal analysis approaches in IPA to infer upstream biological causes and probable downstream biological effects, using enrichment score (Fisher’s Exact Test *p*-value) to measure overlap between observed and predicted gene sets, and z-score to match observed and predicted up/down regulation patterns [40].

### Reverse-transcription qPCR

Subsets of RNAs were used for determining transcript levels of specific target genes by RT-qPCR. RNA was used to prepare cDNA using superscript II (Invitrogen) with 100-ng of random primers (Invitrogen). RT-qPCR analyses using SYBR green was performed utilizing an ABI prism 7000 sequence detection system (Applied Biosystems, Foster City, CA). Genes that were highly differentially regulated in either *K.p.* or *P.a.* infected wounds as shown in the microarray analyses were selected for validation by RT-qPCR. PCR primers were designed using the Primer 3 program (http://frodo.wi.mit.edu/). Expression of each gene was normalized to the level of the house keeping gene, glyceraldehyde 3-phosphate dehydrogenase (GAPDH), to get ΔCt. The 2^-ΔΔCt^ method was used to calculate gene expression.

## Results

To identify rabbit ear wound transcriptomic responses to infections with *K. pneumoniae* (*K.p.*) or *P. aeruginosa* (*P.a.*), we used the experimental design summarized in Figure 1. 

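Total RNA of single ear wounds was labelled with 1 dye and hybridized to custom rabbit arrays, so that each spot's brightness measures a transcript's level in 1 wound. On POD4 the arrays analysed here came from 4 uninfected, 5 *K.p.*-infected and 4 *P.a.*-infected wounds. On POD6 they came from 5 uninfected, 5 *K.p.*-infected and 4 *P.a.*-infected wounds, and on POD12 from 5 uninfected, 4 *K.p.*-infected and 4 *P.a.*-infected wounds. The authors deposited the scanner software's output for each array, in which each spot has a mean intensity, a local background intensity and marks for outlying or saturated spots, without normalization between arrays. They also deposited a table of normalized intensities of the same arrays.
From the scanner output, the background was corrected with normexp at an offset of 50, intensities were put on the log2 scale, control spots were dropped and arrays were quantile normalized, after the paper's methods. Spots that the software marked as outlying were then left out, which left 1674 values of a gene on an array missing. For a gene with several probes, an additive model of probe and array gave 1 value per array, which is the plain mean where no probe is missing. This rule for missing probes replaced the plain mean after values had been seen, because a marked bright probe lowers the plain mean of its array.
Array brightness differed between groups before normalization. The 75th percentile of the processed signal had a median of 140.1 scanner units in *P.a.*-infected wounds of POD4, with a range of 101 to 307, against 446 in *K.p.*-infected and 446 in uninfected wounds of that day. In the groups of POD6 and POD12 the median lay between 289 and 505. The array of *K.p.* POD4 replicate 5 was the dimmest of the 40, at 86.0 units. A median of 38.5% of spots was marked as well above background in *P.a.*-infected wounds of POD4, against 57.0% to 68.9% in the other 8 groups. The number of arrays, 4 or 5 per group, limits the precision of every comparison, and dim arrays limit what can be said of weakly expressed genes.

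**Figure D1:**
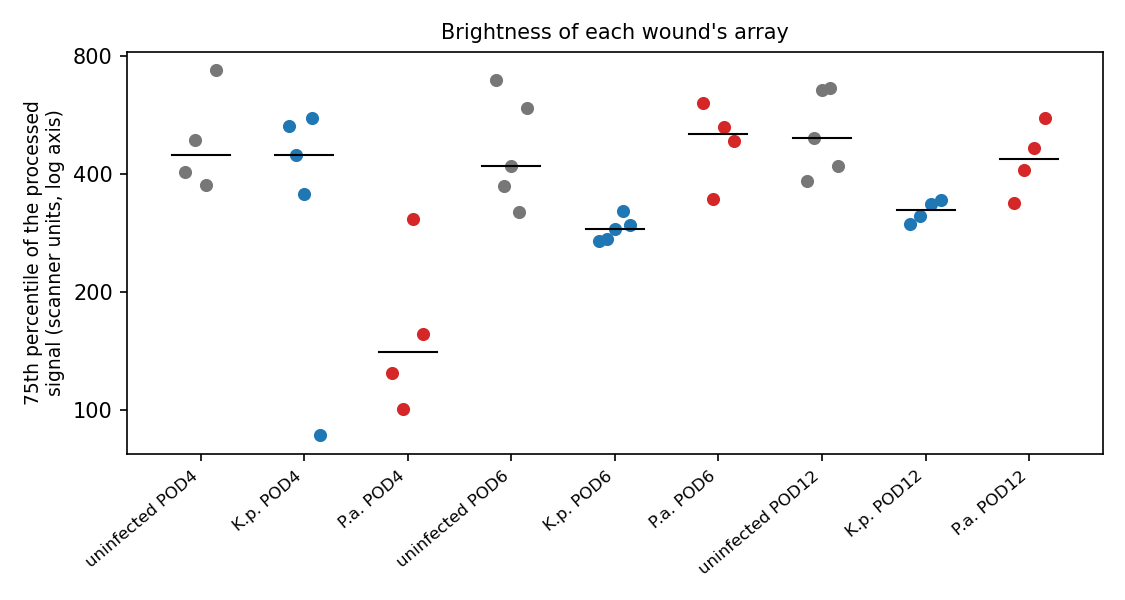
Brightness of each wound's array, as the 75th percentile of the scanner software's processed signal in scanner units on a log axis, for the 9 groups. Each point is 1 array, colours mark uninfected, *K.p.*-infected and *P.a.*-infected wounds, and bars mark group medians. The *P.a.* arrays of POD4, at or below 307 units, lie below every uninfected array of that POD. So does *K.p.* POD4 replicate 5, at 86.0 units. Some arrays of later PODs also lie below 307 units.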

Six-mm diameter wounds were created and infected 3 days later (post-operative day three, POD3) with planktonically grown *K.p.* or *P.a.* (10^6^ colony-forming units, CFU). At three post-infection time points, wound RNA was harvested for microarray analysis. Wounds were first harvested the day after infection on POD4. Other wounds infected for 24 hours were treated with local antibiotic on POD4 to kill off planktonic bacteria. The RNA was isolated from these biofilm-infected wounds [12] two days later on POD6, and on POD12, when uninfected wounds were fully epithelialized, *K.p.*-infected wounds were slightly open (~1.7 mm epithelial gap [12]), and *P.a.*-infected wounds were largely open (~4 mm epithelial gap [12]). 

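The 9 groups of wounds were fitted in 1 linear model with limma, so that all of them shared 1 estimate of each gene's spread, and empirical Bayes added 1.92 prior to 31 residual degrees of freedom. For each POD, *K.p.*-infected and *P.a.*-infected wounds were each compared with uninfected wounds (I/U) and with each other (K/P), which gave 9 comparisons. Adjusted p-values are from limma's moderated test with Benjamini-Hochberg adjustment within each comparison. In counts of I/U genes, a gene was called at a fold change of at least 2 and an adjusted p of at most 0.05. K/P genes, and the I/U changes of genes described by name, were called at an adjusted p of at most 0.05 alone, so that a named gene can be called at a fold change under 2. For K/P, a positive log2 fold change means higher in *P.a.*-infected wounds. Gene levels are normalized log2 intensities, given as the mean ± SD over wounds. Where alternatives that cost a named gene its call are listed, the lists do not all name the rabbit alternatives. The IPA software was not rerun.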

Gene expression levels of the infected wounds at each time point were compared with uninfected wounds, or the two types of infected wounds were compared each other, and the differentially expressed transcripts (DEGs) were analyzed for associations of with pathways, networks, and biological functions and disorders using the Ingenuity Pathway Analysis (IPA) database and software.

**Figure 1:**
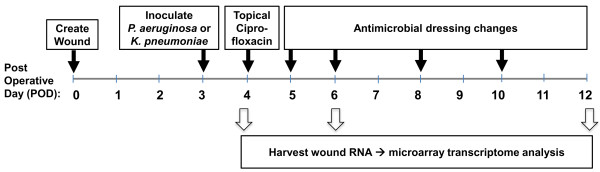
***Study design.*** On postoperative day 0 (POD0), 6-millimeter diameter wounds were created in the central area of the ventral ear down to the perichondrium. On POD3, wounds were inoculated with either *P. aeruginosa* or *K. pneumoniae* (10^6^ CFU/wound). On POD 4, topical ciprofloxacin ointment was applied. Antimicrobial absorbent dressing changes were made on PODs 5, 6 and every second day until wound harvest. Wounds were harvested on PODs 4, 6 and 12 by excision using a 7-millimeter biopsy punch, and RNA was isolated for microarray analysis.

### Tallies of differentially expressed genes (DEGs) in infected vs. uninfected wounds

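Over the 6 comparisons of infected with uninfected wounds, 1781 genes were called in at least 1 comparison, or 8.96% of the genes on the array. The processed signal aligned at each array's 75th percentile, in place of both normexp and quantile normalization, gave the highest count of all alternatives in each comparison, with 8222 genes in *P.a.*-infected wounds on POD4 and 1209 on POD12. No alternative gave lower counts than the mean of each rabbit's wounds as 1 replicate. That mean left a lone sample in the 5 groups with 1 rabbit, which was assumed to vary like the other groups. Under it, 10 genes were called in *K.p.*-infected and 681 in *P.a.*-infected wounds on POD4, and 1 gene in *K.p.*-infected wounds on POD12. The other 3 comparisons had 0 called genes by limma, with 228 genes at an unadjusted p under 0.05 for *K.p.* on POD6, 135 for *P.a.* on POD6 and 709 for *P.a.* on POD12. Of the 104 results reported for named genes, 59 lost their call under this alternative, 3 changed sign and were called neither before nor after, and 44 lost their call with rabbit as a random block.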

We found 1,378 differentially expressed sequences (fold change ≥ 2 with adjusted *p*-value ≤ 0.05) in *infected as compared to uninfected* (I/U) wounds out of the 19,879 unique sequences on the microarray; i.e., 7% of all gene probes were I/U differentially expressed (I/U-DEGs) by ≥2-fold, when tallying across all PODs for both *P.a.*- and *K.p.*- infected wounds (Table 1).

**Table 1:** **Summary of genes with >2-fold differential expression in *K.p. *- or *P.a. *-infected wounds vs. uninfected wounds**

	**POD4**		**POD6**		**POD12**	
Infecting bacteria:	***K.p.***	***P.a.***	***K.p.***	***P.a.***	***K.p.***	***P.a.***
Upregulated genes^*^:	168^^^	701	12	21	77	129
Downregulated genes^*^:	51	412	5	9	85	32
**Totals**	**219**	**1113**	**17**	**30**	**162**	**161**

^*^Based on ≥ 2 fold change of probe intensity with an adjusted *p*-value ≤ 0.05.

^^^Overlapping I/U-DEGs are included.

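Summed over the 3 PODs, 524 genes were called in *K.p.*-infected wounds and 1690 in *P.a.*-infected wounds, where a gene called on more than 1 POD counted each time. The ratio of the sums was 3.23.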

Averaging over all PODs, *P.a.*- infected wounds contained 3-fold more I/U-DEGs than *K.p.*-infected wounds. This was largely due to the 5-fold more I/U-DEGs in *P.a.*- than *K.p.*-infected wounds on POD4 the day after bacteria were inoculated into the wounds and before antibiotic treatment [12]. 

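The ratio of genes called in *P.a.*-infected to genes called in *K.p.*-infected wounds was 4.91 on POD4, 2.17 on POD6 and 1.11 on POD12. Over the alternatives on all wounds the ratio on POD4 stayed between 4.05, with arrays aligned at their 75th percentile in place of quantile normalization, and 68.1, with the mean of each rabbit's wounds as 1 replicate. With a wound of that day left out it was lowest without *K.p.* replicate 4, at 3.84, and highest without *K.p.* replicate 2, at 6.16. When only probes well above background on at least 39 arrays were tested it was 4.36, and with slide as a random block it was 8.45. All 4 *P.a.* arrays of POD4 were dimmer than every uninfected array of that day. The paper states that the difference between the infections over all PODs came largely from this POD, the day after inoculation.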

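On POD4, 285 of 19866 genes were called in *K.p.*-infected wounds, 231 upregulated and 54 downregulated. In *P.a.*-infected wounds 1399 genes were called, 844 upregulated and 555 downregulated. With each wound left out in turn the counts ranged from 227 to 365 and from 1319 to 1537. With slide as a random block, 154 and 1302 genes were called. When only the arrays of POD4 entered the model, the count was 75 in *K.p.*-infected wounds. Without the limit on fold change, 1303 and 5822 genes had an adjusted p of at most 0.05 from limma. Among the called genes, 6 in *K.p.*-infected and 19 in *P.a.*-infected wounds were not well above background on any array of one of the groups compared, so their level there is only an upper bound. Of the called genes with several probes, 6 of 105 in *K.p.*-infected and 5 of 639 in *P.a.*-infected wounds had probes that changed in both directions.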

At this time exudate was abundant and the number of ≥2-fold-changed I/U-DEGs was 219 for *K.p.*-infected wounds and 1,113 for *P.a.*-infected wounds (Table 1). There were many fewer DEGs on POD6 (*K.p.*: 17; *P.a.*: 30) following two days of antibiotic treatment when ~1 to 2 logs fewer CFU were recovered than were inoculated (our previous study [12]). 

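In the arrays of POD6, 24 genes were called in *K.p.*-infected wounds, 17 upregulated and 7 downregulated, and 52 in *P.a.*-infected wounds, 41 upregulated and 11 downregulated. These counts depended on single wounds. Without *K.p.* replicate 2 the *K.p.* count was 15 and without *K.p.* replicate 1 it was 44, and without *P.a.* replicate 2 the *P.a.* count was 29. A random block for slide left 10 and 14 genes, and alignment at the 75th percentile left 3 and 5.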

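On POD12, 215 genes were called in *K.p.*-infected wounds, 116 upregulated and 99 downregulated, and 239 in *P.a.*-infected wounds, 200 upregulated and 39 downregulated. The *P.a.* count fell to 132 without *P.a.* replicate 2, while the *K.p.* count stayed between 194 and 246 with each wound left out. Each group of this POD came from 1 rabbit, so rabbit and infection cannot be told apart. All infected arrays of this POD were scanned on the later day, as were uninfected replicates 4 and 5, while uninfected replicates 1, 2 and 3 were scanned earlier. With scan day as a fixed block, an alternative chosen after seeing the data, 133 and 90 genes were called. Wherever it is used on POD12, that block leaves uninfected replicates 4 and 5 as the only controls. Calls lost under it therefore cannot separate scan day from the smaller number of controls. With slide as a random block 184 and 112 genes were called. Among the largest changes of genes with a symbol, HPX rose from 8.87 ± 0.265 (SD, n = 5) in uninfected to 11.44 ± 0.265 (SD, n = 4) in *K.p.*-infected wounds (log2 fold change 2.57, SE 0.196, adjusted p = 8.24e-11), with every infected wound above every uninfected one. The 3 decreases that follow had every infected wound below every uninfected one. HPX and these genes were chosen among called genes whose groups do not overlap. TNMD had log2 fold changes of -2.36 (SE 0.246, adjusted p = 4.90e-08) in *K.p.*-infected and -1.69 (adjusted p = 2.18e-05) in *P.a.*-infected wounds, the latter call being lost with the processed signal and with arrays aligned at their 75th percentile. SFRP2 changed by -2.11 (SE 0.398, adjusted p = 6.01e-04) in *K.p.*-infected wounds, a call lost with the processed signal. ASIP changed by -1.86 (SE 0.470, adjusted p = 0.0108) in *P.a.*-infected wounds, a call lost without *P.a.* replicate 4, where the change was -1.66, with slide or scan day as a block and with arrays aligned at their 75th percentile.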

On POD12, the I/U-DEGs had increased (*K.p.*: 162; *P.a.*: 161, Table 1).

The complete list of all 19,879 gene probes and associated normalized log2 fold-changes, adjusted *p-*values, and updated annotations is provided in Additional file 1, and these data have been deposited in the NCBI GEO database (Accession number GSE51167).

### Few I/U-DEGs overlapped between PODs, but many I/U-DEGs were common to *K.p.*- and *P.a.*-infected wounds on each POD

To compare overlapping genes between PODs and infection types on each POD, we used the top 200 differentially expressed genes, consisting of the 100 most up-regulated (Upr) and 100 down-regulated (Dnr) I/U-DEGs, in order to compare equal numbers of I/U-DEGs. Not a single gene overlapped between all three PODs, for either species, and less than 7% overlapped between any two PODs, indicating the largely different states of infection and healing of the wounds on the three PODs. In contrast, many I/U-DEGs were common to *K.p.*- and *P.a.*-infected wounds (Figure 2) indicating similar host-responses to the different infections. 

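From each comparison the 100 most upregulated and 100 most downregulated genes with an adjusted p of at most 0.05 were taken. In *K.p.*-infected wounds, genes changed in the same direction numbered 3 of 191 (1.57%) between POD4 and POD6, 8 of 200 (4.0%) between POD4 and POD12, and 1 of 191 (0.524%) between POD6 and POD12, as shares of the shorter list. In *P.a.*-infected wounds they numbered 7 of 136 (5.15%), 9 of 200 (4.5%) and 3 of 136 (2.21%). The largest *P.a.* share was 11.8% (9 of 76) when only probes well above background on at least 39 arrays were tested, 11.0% (22 of 200) with array quality weights, chosen after seeing the data, and 9.03% without uninfected POD6 replicate 4. When direction was disregarded, 1 gene was on the *K.p.* lists of all 3 PODs and none of those of *P.a.* recurred on all 3. The *K.p.* gene, singled out after its values were seen, is known only by its transcript identifier, ENSOCUT00000004424. Its log2 fold change was 1.87 on POD4 (adjusted p = 0.0183), -3.35 on POD6 (adjusted p = 5.87e-05) and -3.72 on POD12 (adjusted p = 7.23e-06). From the low overlap the paper concludes that infection and healing were in largely different states on the 3 PODs.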

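The lists of both infections were compared on each POD. On POD4 they shared 64 of 136 upregulated genes in their union (47.1%) and 15 of 185 downregulated genes (8.11%), the number 15 being the one printed in Figure 2. On POD6, where the lists held 91 and 98 upregulated and 100 and 38 downregulated genes, 16 of 173 (9.25%) and 13 of 125 (10.4%) were shared. On POD12 the shared genes were 24 of 176 (13.6%) and 39 of 161 (24.2%). Single wounds mattered for the later PODs, since the 16 shared genes of POD6 became 6 without *K.p.* replicate 5 and the 39 of POD12 became 19 without *P.a.* replicate 2. On POD12 the 24 became 37 without *P.a.* replicate 2. With scan day as a block, chosen after seeing the data, 43 and 23 genes were shared on POD12. Both infections were compared with the same uninfected arrays, which alone makes their fold changes correlate across genes. The correlation across genes, which are not independent replicates, was 0.387 on POD6 and 0.524 on POD12, against medians of 0.482 and 0.545 in 100 simulations of unchanged groups against those arrays. Genes called in both infections at an adjusted p of at most 0.05 numbered 31 on POD6 and 526 on POD12, against at most 1 in any simulation. The simulations changed no gene and kept no offset common to the uninfected arrays, so few calls were bound to follow. From the genes in common, the paper concludes that the host responded similarly to both infections.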

To go beyond comparing similarities and differences of single genes, we analyzed similarities and differences of pathways and functions associated with the I/U-DEGs common and unique to the two infected wound types.

**Figure 2:**
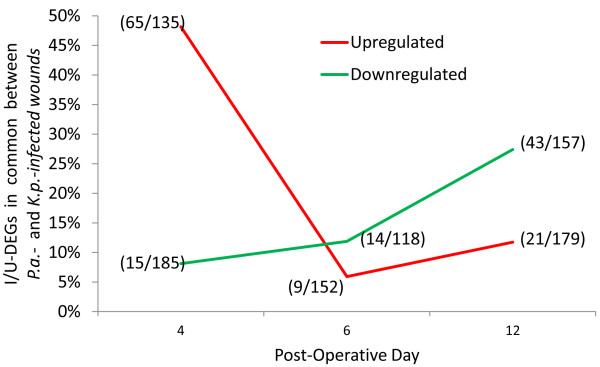
***I/U-DEGs in common between K.p.- and P.a.-infected wounds on POD4*.** Percent of Upr (red) and Dnr (green) I/U-DEGs in common between wounds infected by P.a. and K.p. on POD 4, 6 and 12 is plotted. The 100 most Upr and 100 most Dnr genes were analyzed for overlaps at each POD. Numbers in parentheses are the common/total I/U-DEGs between the two infected wound types. Fewer than 100 Upr and 100 Dnr I/U-DEGs were present on POD6.

### POD4: Upr-I/U-DEGs common to *K.p.*- and *P.a.*-infected wounds enriched in inflammatory-response functions

The common I/U-DEGs to *K.p.*- and *P.a.*-infected wounds enriched in the IPA Function Annotation category ‘Inflammatory Response’. Downstream Effects Analysis of these common genes identified Functions Annotations whose activation state was inferred to increase, based on literature compiled in the Ingenuity® Knowledge Base, to include: ‘adhesion of immune cells’, ‘synthesis of reactive oxygen species’, ‘recruitment of neutrophils’, ‘activation of myeloid cells’, ‘activation of leukocytes’, ‘production of reactive oxygen species’, ‘adhesion of mononuclear leukocytes’, ‘activation of phagocytes’, ‘migration of neutrophils’, ‘cell movement of myeloid cells’, and ‘inflammatory response’. The Z-scores for enrichment of the I/U-DEGs in these functions were between 3.2 and 2.4 (significance cut-off 2.0), predicting an activated state. The top four inferred upstream regulators for these Upr I/U-DEGs common to both infected wound types were lipopolysaccharide (LPS), TNF, IFNG and IL1B (z-scores 3.5 to 2.5). These results show that the Upr I/U-DEGs common to the two infected wound types were mostly involved in the inflammatory response.

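Among the upregulated genes with a symbol whose change in *K.p.*-infected wounds of POD4 was largest, CCL4 rose from 12.64 ± 0.365 (SD, n = 4) in uninfected to 17.12 ± 0.408 (SD, n = 5) in infected wounds, a log2 fold change of 4.48 (SE 0.651, adjusted p = 4.27e-05). PTGS2 rose by 4.02 (SE 0.462, adjusted p = 1.37e-06). In *P.a.*-infected wounds FPR1 rose from 10.61 ± 0.146 (SD, n = 4) to 17.02 ± 0.313 (SD, n = 4), a log2 fold change of 6.41 (SE 0.537, adjusted p = 6.20e-11). For each of these genes every infected wound lay above every uninfected wound, as the choice of genes required. The analyses of functions and upstream regulators were not repeated here.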

### POD4: 99% of I/U-DEGs were concordantly Upr or Dnr in *K.p.*- and *P.a.*-infected wounds

Seeking to identify differences between the host-responses to the two infected wound types, we mined more deeply into the dataset, analyzing all I/U-DEGs on POD4 with a *p*-value of ≤0.05 (Benjamini-Hochberg). 

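With no limit on fold change, 976 genes had an adjusted p of at most 0.05 in both *K.p.*-infected and *P.a.*-infected wounds of POD4. With a wound left out there were 647, without uninfected replicate 3, to 1190, without *K.p.* replicate 4. Over the alternatives on all wounds the count ranged from 10, with the mean of each rabbit's wounds as 1 replicate, to 1185, with array quality weights chosen after seeing the data, and with slide as a random block it was 286. In 100 simulations of unchanged groups against the same uninfected arrays, the median number of genes called in both was 4 and the highest 45. No gene was changed in them and no offset common to the uninfected arrays was kept, so few calls were bound to follow. Across genes, the log2 fold changes of both infections had a correlation of 0.659, against a median of 0.383 and a highest value of 0.811 in the simulations, and 2 of the 100 simulations reached the observed value.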

The I/U-DEGs common to both *K.p.*- and *P.a.*-infected wounds summed to 907 (i.e., all overlapping I/U-DEGs). All of these I/U-DEGs, except for 1%, or 9, showed the same direction of differential expression in both infected wounds relative to uninfected wounds (45% Upr and 54% Dnr). This result suggests biological significance of even small I/U fold-changes and indicates largely similar responses of the wounds to the two types of bacterial infection.

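Of the genes called in both infections on POD4, 477 (48.9%) were upregulated in both and 487 (49.9%) downregulated in both, and 12 changed in opposite directions. The 12 became 4 without uninfected replicate 4 and 22 without *P.a.* replicate 3. Over all genes, called or not, 67.6% had the same sign in both infections, against a median of 59.7% in simulations of unchanged groups against the shared uninfected arrays, of which 18 in 100 reached the observed share.

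**Figure D2:**
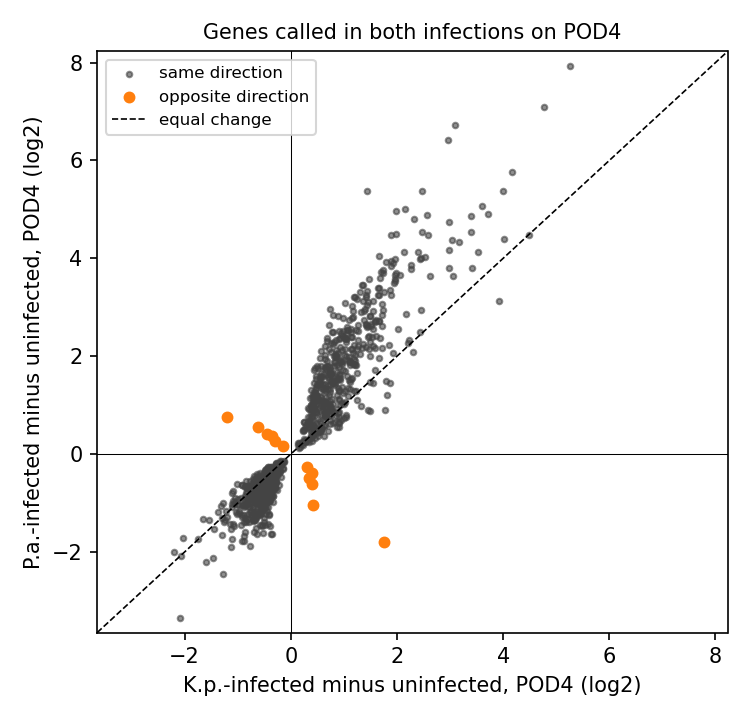
Log2 fold changes of the genes called in both infections on POD4, *K.p.*-infected minus uninfected wounds on the horizontal axis and *P.a.*-infected minus uninfected wounds on the vertical axis. Each point is 1 gene, orange points mark the 12 genes with opposite directions, and the dashed line marks equal change; most of the 477 upregulated genes lie above it.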

The great majority of Upr-transcripts, 91%, were upregulated to a greater extent in *P.a.*-than *K.p.*-infected wounds. Many of these are mainly expressed in leukocytes, for example: the superoxide-producing NADPH oxidase expressed in neutrophils, NCF1, 2 and 4 (2.8-, 3.8- and 2.9-fold); the G-protein coupled receptor EMR2 (2.9-fold); S100A9 (1.9-fold); CSF3R (colony stimulating factor 3 receptor, granulocyte (2.9-fold); CSF2, colony stimulating factor 2, granulocyte-macrophage (5-fold); and CSF3, colony stimulating factor 3, granulocyte (3.6-fold). 

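Of the upregulated genes common to both infections, 88.1% had the larger log2 fold change in *P.a.*-infected wounds. The share ranged from 85.7% to 92.7% with each wound left out. It was lowest among the alternatives, at 75.4%, with arrays aligned at their 75th percentile, and highest, at 97.1%, with array quality weights.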

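NCF1 and NCF4 encode cytosolic subunits of the NADPH oxidase. On POD4, NCF1 was at 14.40 ± 0.307 (SD, n = 3) in *P.a.*-infected and 11.91 ± 1.20 (SD, n = 5) in *K.p.*-infected wounds, 1 *P.a.* array having been left out for an outlying spot. Its K/P log2 fold change was 2.48 (SE 0.522, adjusted p = 6.14e-04), a 5.6-fold difference and larger than the one the paper gives. Each *P.a.*-infected wound measured lay above every *K.p.*-infected one, which leaves out the wound of the outlying spot. NCF4 was at 14.35 ± 0.492 (SD, n = 4) and 12.77 ± 0.918 (SD, n = 5), a difference of 1.58 (SE 0.383, adjusted p = 0.00251) or 3.0-fold, although the groups overlapped. The NCF4 call was lost with arrays aligned at their 75th percentile, where the difference was 0.71. That of NCF1 was lost, at 1.47, with the authors' normalized intensities as deposited, which keep the outlying spot and were chosen after seeing the data. S100A9 was at 12.17 ± 0.479 (SD, n = 4) and 11.74 ± 0.452 (SD, n = 5), and its K/P difference of 0.42 (SE 0.261, adjusted p = 0.247), or 1.34-fold, was not called and became -0.43 with arrays aligned at their 75th percentile. Against uninfected wounds S100A9 rose by 0.91 (adjusted p = 0.0116) in *P.a.*-infected wounds. Its rise of 0.48 in *K.p.*-infected wounds (SE 0.261, adjusted p = 0.321) was not called. The *P.a.* call was lost without *P.a.* replicate 4 (0.73) or uninfected replicate 4 (0.68), with slide as a random block and with arrays aligned at their 75th percentile.

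**Figure D3:**
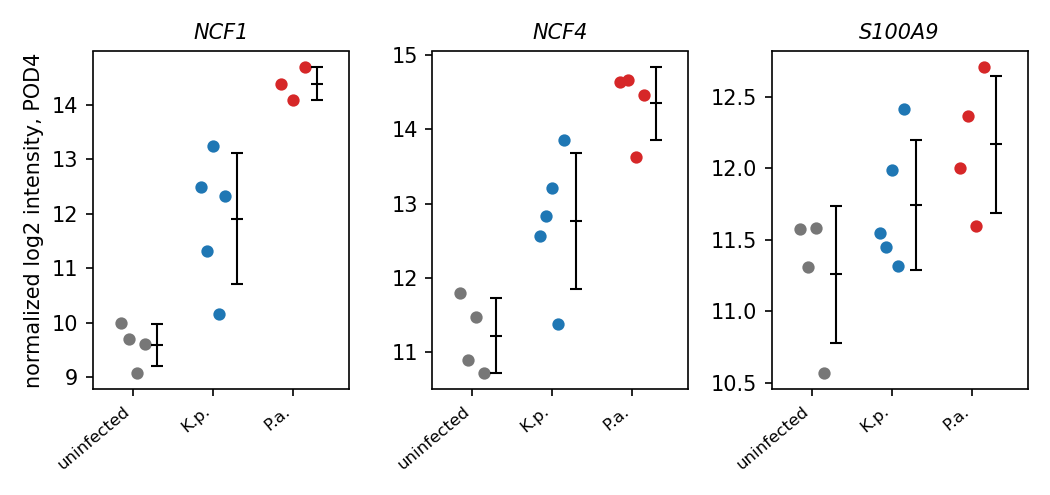
Normalized log2 intensity of NCF1, NCF4 and S100A9 in uninfected, *K.p.*-infected and *P.a.*-infected wounds of POD4, with 1 point per wound and the mean ± SD beside them. NCF1 has no point for *P.a.* replicate 2, whose spot was marked as outlying. The vertical axes of the panels start at different values. The *P.a.*-infected wounds have the highest mean for each gene, a difference from *K.p.*-infected wounds that is called for NCF1 and NCF4 and not for S100A9, whose difference turns to -0.43 with arrays aligned at their 75th percentile.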

Conceptually, as compared to *K.p.*-infected wounds, some elevated transcripts of *P.a.*-infected wounds could come from greater numbers of infiltrating leukocytes. Similar numbers of leukocytes or cutaneous cells could have upregulated transcription to a greater extent in the absence of greater immune cell infiltration, but this seems less likely.

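Among the downregulated genes common to both infections on POD4, 72.9% had the larger decrease in *P.a.*-infected wounds, and the share ranged from 63.5% without *K.p.* replicate 1 to 78.0% without *P.a.* replicate 1. With rabbit as a random block it was 44.8% of 29 genes. Alignment of the arrays at their 75th percentile left 3 such genes, 1 of them with the larger decrease in *P.a.*-infected wounds, and moved the median log2 fold change of all genes to -0.65 in *K.p.*-infected and 0.70 in *P.a.*-infected wounds.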

The majority of Dnr I/U-DEGs, 73%, were also downregulated to a greater extent in *P.a.*-infected wounds. More Dnr genes and a greater extent of downregulation of most overlapping I/U-DEGs in *P.a.*-infected wounds could represent a stronger stress response of cutaneous cells to greater inflammation caused by *P.a.* infection.

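LUM, COL3A1 and TGFBI, which encode extracellular matrix proteins, had symbols and were among the 5 most negative changes of their comparisons. This ranking ran over called genes whose groups do not overlap. COL3A1 and TGFBI were compared between the infections, and their changes against uninfected wounds are not given here. LUM was at 9.51 ± 0.915 (SD, n = 4) in *P.a.*-infected and 12.63 ± 0.889 (SD, n = 4) in uninfected wounds of POD4, a log2 fold change of -3.12 (SE 0.503, adjusted p = 1.01e-05). COL3A1 was at 11.62 ± 1.25 (SD, n = 4) in *P.a.*-infected and 15.35 ± 0.819 (SD, n = 5) in *K.p.*-infected wounds, a K/P log2 fold change of -3.73 (SE 0.501, adjusted p = 1.39e-06). TGFBI had a K/P log2 fold change of -3.23 (SE 0.514, adjusted p = 1.75e-05). In each of these comparisons every *P.a.*-infected wound lay below every wound of the other group, as the choice of genes required. From the number and the extent of downregulated genes, the paper proposes a stronger stress response of cutaneous cells to the greater inflammation.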

### POD4: Transcripts upregulated to a greater extent in *K.p.*-infected wounds appear to come from cutaneous cells responding to the inflammatory milieu

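Of the genes upregulated in both infections on POD4, 57 had the larger log2 fold change in *K.p.*-infected wounds. The lymphocyte surface receptor gene CD5 was at 8.51 ± 0.230 (SD, n = 4) in uninfected, 9.53 ± 0.835 (SD, n = 5) in *K.p.*-infected and 9.58 ± 0.384 (SD, n = 4) in *P.a.*-infected wounds. Its I/U log2 fold changes were 1.02 (adjusted p = 0.00928) and 1.07 (adjusted p = 0.00205), all *P.a.*-infected wounds lying above the uninfected ones while the *K.p.*-infected wounds overlapped with them. The K/P difference of 0.05 (SE 0.249, adjusted p = 0.907) was not called under any alternative and turned negative with slide or rabbit as a random block, with the mean of each rabbit's wounds and with the authors' normalized intensities. Without *K.p.* replicate 5 the *K.p.* change was 0.69 and still called. Both calls were lost with arrays aligned at their 75th percentile and when only the arrays of POD4 entered the model, and the *K.p.* call was also lost with the processed signal.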

Of the 9%, or 36, of the concordantly Upr-transcripts that were upregulated to a greater extent in *K.p.*-infected wounds, only KRT8, CYR61 and CD5 were enriched in the function ‘inflammatory response’. However, KRT8 and CYR61 are likely not from leukocytes. KRT8 (keratin 8) is a type II intermediate filament that forms intermediate-sized filaments in the cytoplasm of epithelial cells [39]. And in fibroblasts, CYR61 appears to upregulate the expression of a number of genes involved in angiogenesis, inflammation, and matrix remodeling during wound healing [39]. The top ‘Physiological System Development and Function’ was ‘Connective Tissue Development and Function’ with seven enriching genes (CYR61, IQGAP1, NF2, KRT8, ALDH1A3, MXD1, and CYP27B1). Also another keratin, KRT78, was among the 36 genes. These enrichments suggest the genes more upregulated in *K.p.*-infected wounds came from cutaneous cells.

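IQGAP1 was at 9.61 ± 0.320 (SD, n = 4) in uninfected, 10.98 ± 0.638 (SD, n = 5) in *K.p.*-infected and 10.28 ± 0.582 (SD, n = 4) in *P.a.*-infected wounds of POD4. Its log2 fold change was 1.36 (SE 0.292, adjusted p = 0.00321) in *K.p.*-infected wounds, all above the uninfected ones, 0.67 (SE 0.308, adjusted p = 0.101) in *P.a.*-infected wounds. Its K/P difference of -0.69 (adjusted p = 0.0792) was an average over 2 probes at -1.81 and 0.42, and it was called without *K.p.* replicate 5 (-0.95) or *P.a.* replicate 4 (-0.95). When the brighter probe alone was used, the K/P difference reversed to 0.42 and the *P.a.* change was called, as it also was with the authors' normalized intensities, while alignment at the 75th percentile called the K/P difference in favour of *K.p.*. ALDH1A3 rose by 0.63 (SE 0.131, adjusted p = 0.00253) in *K.p.*-infected and by 0.37 (SE 0.138, adjusted p = 0.0400) in *P.a.*-infected wounds, and 5 of the 8 wounds left out cost the *P.a.* call, the change being 0.25 without *P.a.* replicate 3. One uninfected wound, replicate 4, stood at 8.50 for ALDH1A3 while the other 3 lay between 8.03 and 8.04. The ALDH1A3 K/P difference of -0.26 (adjusted p = 0.154) was called only without *P.a.* replicate 3, at -0.38, and turned positive with arrays aligned at their 75th percentile. MXD1 rose by 1.49 (SE 0.416, adjusted p = 0.0235) and 1.48 (SE 0.438, adjusted p = 0.00992), with a K/P difference of -0.02 (adjusted p = 0.984) that turned positive with slide or rabbit as a random block, with the mean of each rabbit's wounds, with the processed signal and with an offset of 16. Leaving out 5 of the 9 wounds in turn cost MXD1 its *K.p.* call, the lowest change being 1.27 without *K.p.* replicate 3, and without *P.a.* replicate 2 its *P.a.* change was 0.95 and not called. MXD1 was well above background on 1 of the 4 uninfected arrays. With slide as a random block the *K.p.* calls of all 3 genes were lost, and with arrays aligned at their 75th percentile both I/U calls of ALDH1A3 and MXD1.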

The second topmost ‘Molecular and Cellular Function’ into which the 36 Upr genes enriched was ‘Cell Death and Survival’. Eleven genes enriched in this function (CD5, AIFM3, CYR61, EGLN3, ALDH1A3, KRT8, MTFP1, MXD1, NF2, PDK1, and SLC5A8). The topmost Upr genes to a greater extent in *K.p.*- than *P.a.*-infected wounds were CYR61, EGLN3, and HILPDA. These three genes are all hypoxia inducible. Additionally, the top canonical pathway enrichment of the 36 genes was glycolysis.

The 36 genes that are Upr to a greater extent in *K.p.*-infected wounds are listed in Additional file 2. Their lack of extensive enrichment in inflammation functions and their enrichment in functions related to surviving the inflammatory environment suggest they represent the cutaneous cell response to the inflammatory milieu. Upstream regulators with a predicted activated state for regulating these 36 genes were only two: HIF1A and NUPR1. HIF1A is the master regulator of the response to hypoxia; under hypoxia it activates transcription of over 40 genes [41]. NUPR1 is as a component of the NUPR1/RELB/IER3 survival pathway that binds to chromatin to change gene expression that is associated with resistance to stress [41] and inhibition of apoptosis [42].

As an additional analysis, we directly compared differential expression between *K.p.*- and *P.a.*-infected wounds (i.e., K/P-DEGs), as opposed to the previous analyses of differential expression relative to uninfected wounds (i.e., I/U-DEGs). 

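Compared directly on POD4, 2267 genes were higher in *K.p.*-infected and 2706 higher in *P.a.*-infected wounds, and 873 of them differed at least 2-fold. With each wound left out the counts ranged from 1887 to 2404 and from 2272 to 3073. Slide as a random block gave 1907 and 2196 genes, and rabbit as a random block 633 and 980. The *K.p.* arrays lay on slides 1 and 2 and the *P.a.* arrays on slides 2 and 3. When the 4 *K.p.* wounds on slide 1, all from 1 rabbit, were set against *K.p.* replicate 5 and 4 *P.a.* wounds together, which is not the grouping by infection, 2652 genes were lower in the 4 wounds on slide 1 than in the 5 others. When only the arrays of POD4 entered the model, 977 and 1010 genes were called, and the alignment at the 75th percentile gave 12830 genes higher in *P.a.*-infected wounds.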

The K/P-DEGs that were more elevated in *K.p.*-infected wounds summed to 836 (*p*-value ≤0.05, Benjamini-Hochberg). The topmost four canonical pathway enrichments of these were ‘Cell Cycle Control of Chromosomal Replication’, ‘Cell Cycle: G2/M DNA Damage Checkpoint Regulation’, ‘Mitochondrial Dysfunction’, and ‘Role of BRCA2 in DNA Damage Response’. The topmost activated function was ‘cell survival’ (*p*-value 5.08E-03; 89 molecules; activation z-score 5.66). The topmost inhibited function was ‘organismal death’ (*p*-value 1.96E-03; 150 molecules; activation z-score -11.38). Similar results were obtained using the more limited set of K/P-DEGs with the cutoff of >2-fold change. None of the function enrichments were related to inflammation or response to infection. One possible explanation for this result is greater numbers of leukocytes had infiltrated *P.a.*-infected wounds, importing more inflammation transcripts than in *K.p.*-infected wounds. These data suggest that after 24 hours of active infection, cutaneous cells of *K.p.*-infected wounds activated pathways for surviving the particular conditions of the infection such as hypoxia and reactive oxygen species.

### POD4: Cutaneous cells are suggested to activate an “Integrated stress response”

Since the response to infection involves cells infiltrating the wound that only contribute transcripts to the wound, Dnr-transcripts come from cutaneous cells. The 27%, or 133, I/U-DEGs that were downregulated to a greater extent in *K.p.*- than *P.a.*-infected wounds had as their topmost enrichment in the category ‘Physiological System Development and Function’ the function annotation ‘Hair and Skin Development and Function’ (*p*-value 6.20E-06 to 1.95E-02; 7 molecules), additionally suggesting these transcripts come from cutaneous cells. These 133 I/U-DEGs’ topmost significant canonical pathway enrichments were ‘EIF2 Signaling’, ‘Regulation of eIF4 p70S6K Signaling’ and ‘mTOR Signaling’. Additionally, the topmost activated upstream regulator inferred for the 133 genes was the group N-cor (Activation z-score = 2.0), consisting of NCOR1 and NCOR2, nuclear receptor co-repressors that mediate basal transcriptional silencing [43]. 

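Of the genes downregulated in both infections on POD4, 132 decreased more in *K.p.*-infected than in *P.a.*-infected wounds.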

In sum, these results suggest that cutaneous cells of *K.p.*-infected wounds activated an “integrated stress response” which involves downregulation of general translation and upregulation of specific transcripts to survive the stressors of *K.p.* infection [44,45].

The integrated stress response was also suggested for *P.a.*-infected wounds as the top three canonical pathway enrichments for 212 unique Dnr DEGs of *P.a.*-infected wounds were ‘Mitochondrial Dysfunction’, ‘Oxidative Phosphorylation’ and EIF2 signaling. These as well as ‘Regulation of eIF4 and p70S6K Signaling’ and ‘mTOR Signaling’ were also the top 5 canonical pathways into which enriched 85 Dnr-I/U-DEGs common to *K.p.*- and *P.a.*-infected wounds. Although these data indicate that the cutaneous cells of both types of infected wounds had activated an “integrated stress response” to survive the inflammatory milieu, the *P.a.*-unique I/U-DEGs enriched more into the ‘Cell Death’ function category. Using 212 unique Dnr-I/U-DEGs to each wound type, 17 from *K.p.*-infected wounds and 72 from *P.a.* -infected wounds enriched in the ‘Cell Death’ function annotation category.

### POD4: Discordantly regulated transcripts between *K.p.*- and *P.a.*-infected wounds

Of the 9 (1%) discordantly regulated I/U-DEGs between the two types of infected wounds, four were significantly Upr in *P.a.* and Dnr in *K.p.*: SPTAN1, ATP6V1F, ATG4A, and EEA1 (K/P-DEGs were 3.8-, 3-, 1.8- and 1.8-fold higher in *P.a.*, respectively). Each of these genes has a function related to intracellular organelles [41]. 

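In the arrays analysed here, 6 genes were upregulated in *P.a.*-infected and downregulated in *K.p.*-infected wounds of POD4 at an adjusted p of at most 0.05 from limma, and they carried no symbol.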

SPTAN1 encodes the filamentous cytoskeletal protein spectrin (alpha subunit, aka Fodrin), which functions as a membrane-stabilizing scaffold required for the function of intracellular organelles. ATP6V1F encodes a component of vacuolar ATPase (V-ATPase), which mediates acidification of eukaryotic intracellular organelles. ATG4A encodes a cysteine protease required for autophagy and is implicated in the processing of mature autophagosomes to facilitate their delivery to the lysosomal network. The EEA1-encoded protein binds phospholipid vesicles containing phosphatidylinositol 3-phosphate and participates in endosomal trafficking. Notably, *P.a.* virulence factor ExoS (expressed by PA01 in our *in vitro* experiments, unpublished observation) and in particular its ADP-ribosyltransferase activity, is required for intravacuolar replication of *P.a.* in epithelial cells [46].

The 5 I/U-DEGs that were elevated in *K.p.-* and suppressed in *P.a.*-infected wounds were LMO1, BRMS1L, CHD1L (K/P-DEGs were 2.5-, 1.4, and 1.5-fold higher in *K.p.*), as well as two transcribed loci EB374055 and DN885016. 

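In the opposite direction, 6 genes were upregulated in *K.p.*-infected and downregulated in *P.a.*-infected wounds. CHD1L was at 9.15 ± 0.312 (SD, n = 4) in uninfected, 9.50 ± 0.0908 (SD, n = 5) in *K.p.*-infected and 8.67 ± 0.221 (SD, n = 4) in *P.a.*-infected wounds. It changed by 0.35 (SE 0.109, adjusted p = 0.0498) and -0.48 (SE 0.115, adjusted p = 0.00149). EB374055 changed by 0.40 (SE 0.109, adjusted p = 0.0188) and -0.61 (SE 0.115, adjusted p = 9.20e-05). DN885016 changed by 0.33 (SE 0.119, adjusted p = 0.103), which was not called, and by -0.45 (SE 0.125, adjusted p = 0.00638). For all 3 every *K.p.*-infected wound lay above every *P.a.*-infected wound, with K/P log2 fold changes of -0.83 (adjusted p = 8.38e-07), -1.02 (adjusted p = 2.64e-08) and -0.77 (adjusted p = 9.92e-06). The increases in *K.p.*-infected wounds were less firm. That of CHD1L lost its call in 5 of 9 cases with a wound left out, at 0.25 without uninfected replicate 1, and that of EB374055 in 3 of 9, at 0.32 without *K.p.* replicate 4. Slide as a random block, the processed signal and the brightest probe alone each removed both calls, and alignment at the 75th percentile removed the 3 decreases in *P.a.*-infected wounds as well, and without *P.a.* replicate 1 the decrease of DN885016 was -0.32 and not called.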

The three known genes encode chromatin binding proteins [41]. The LMO1-encoded protein is suggested to regulate transcription by competitively binding to specific DNA-binding transcription factors. BRMS1L encodes a component of histone deacetylase complexes. CHD1L encodes a DNA helicase that plays a role in chromatin-remodeling following DNA damage. One possibility is that *K.p.*-infected wounds retained capacity to remodel chromatin in response to the stress of the infectious inflammation.

### POD4: Network with upstream regulation by type I interferons unique to *P.a.*-infected wounds

Seeking to identify differences in upstream regulators associated with the gene expression patterns of the infected wound types, we analyzed upstream activating regulators of bacteria. They were markedly similar between the two wound types. Given the extensive overlap of identical and similar genes, to further search for discriminating features of the wound-response to *P.a.* and *K.p.* infections, we analyzed I/U-DEGs grouped by predicted activated upstream regulators (z-score ≥ 2) in the categories, ‘Cytokine’, ‘G-protein-coupled receptor’, ‘Growth factor’, ‘Ligand-dependent nuclear receptor’, ‘Transmembrane receptor’, and ‘Other’. The I/U-DEGs of each wound type without direct regulatory connections to other molecules in the same group, based on the IPA database, were excluded from the analysis. There were 89 upstream regulators of the 134 molecules common to both infected wound types, 69 upstream regulators of the 113 molecules unique to *P.a.*-infected wounds, and 3 predicted upstream regulators of the 66 molecules unique to *K.p.*-infected wounds.

Between the *K.p.*-*P.a.*-common and *P.a.*-unique I/U-DEGs, 44 upstream regulators overlapped. The remaining upstream regulators summed to 25 and are inferred to regulate 56 downstream I/U-DEGs unique to *P.a.*-infected wounds. 

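On POD4, MMP3 was at 9.30 ± 0.279 (SD, n = 4) in uninfected, 10.27 ± 1.05 (SD, n = 5) in *K.p.*-infected and 12.77 ± 1.04 (SD, n = 4) in *P.a.*-infected wounds. Its log2 fold change was 3.48 (SE 0.581, adjusted p = 1.74e-05) in *P.a.*-infected wounds and 0.98 (adjusted p = 0.350) in *K.p.*-infected wounds, and the difference between the infections was 2.50 (SE 0.552, adjusted p = 9.64e-04). EGR1 rose by 1.28 (SE 0.150, adjusted p = 4.29e-08) and 0.17 (adjusted p = 0.596), with a difference of 1.11 (SE 0.143, adjusted p = 6.06e-07). All *P.a.*-infected wounds lay above all uninfected wounds for both genes, and for EGR1 above all *K.p.*-infected wounds too, while the groups overlapped for IFNG and MMP1. IFNG rose by 1.36 (SE 0.329, adjusted p = 0.00173) in *P.a.*-infected wounds, where its 2 probes changed by 0.09 and 2.63, and by 0.42 (adjusted p = 0.520) in *K.p.*-infected wounds. The IFNG difference of 0.94 (SE 0.312, adjusted p = 0.0253) lost its call in 6 of 9 cases with a wound left out, being 0.69 without *P.a.* replicate 1, and with slide as a random block, the processed signal or the brightest probe alone. MMP1, taken from the sequence that the gene table names so, rose by 1.70 (SE 0.409, adjusted p = 0.00165) and 0.43 (adjusted p = 0.623). Its difference of 1.27 (SE 0.388, adjusted p = 0.0154) was not called without *P.a.* replicate 3 (0.97) or replicate 4 (0.95). With arrays aligned at their 75th percentile the *P.a.* calls of EGR1, IFNG and MMP1 and the MMP1 difference were lost, and the *K.p.* changes of EGR1 and IFNG turned negative.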

Features of this network include regulation by type I and type II interferons, and 16 downstream molecular targets with more than four regulatory connections: INFG, STAT1, STAT4, PIM1, PIM2, CCL5, CSF2, MCL1, MMP1, MMP3, IRF1, IRF7, RSAD2, EGR1, DHX58, and OASL (Additional file 3). 

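The sequence named IFNA was not well above background on any uninfected or infected array of POD4, so no fold change is given for it. The probe's normalized log2 intensity was 7.70 ± 0.0557 (SD, n = 4) in uninfected, 7.68 ± 0.0516 (SD, n = 5) in *K.p.*-infected and 7.69 ± 0.0818 (SD, n = 4) in *P.a.*-infected wounds. With the processed signal aligned at its 75th percentile, the probe was called in *P.a.*-infected wounds although it was not well above background on any array there.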

Although predicted to be activated by type I interferons, neither the type I interferons (IFNA, IFNA2, IFNA5, IFNL3, and IFNA14) nor the type I interferon receptor, IFNAR1, that were on our microarray were upregulated.

### POD6 wounds have fewer inflammation and stress-response transcripts, but Upr-transcripts from *P.a.*-infected wounds form a network with predicted upstream regulation by type I interferons as on POD4

By POD6, wounds infected for 24 hours and then treated with antibiotic for two days were likely colonized with biofilm, as approximately 10^5^ and 10^4^ CFU of *K.p.* and *P.a.*, respectively, were recovered from the wounds (our previous study [12]), which is 1 to 2 logs fewer than the 10^6^ CFU inoculated on POD3. Although about 10-fold fewer *P.a.* CFUs were recovered per wound, *P.a.* is known to replicate in vacuoles of epithelial cells [46]. Consistent with low bacterial burden as biofilm, both infected wound types had far fewer I/U-DEGs on POD6 than on POD4 (Table 1).

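At an adjusted p of at most 0.05 with no limit on fold change, 197 genes on POD6 differed from uninfected wounds in *K.p.*-infected and 136 in *P.a.*-infected wounds. Tested as a difference between PODs in the same limma model, the effect of *K.p.* differed between POD6 and POD4 in 375 genes and that of *P.a.* in 3297. This test took wounds as replicates. The uninfected and *P.a.* groups of POD6 came from 1 rabbit each, so rabbit stays open as a source. The median SD of a gene between wounds of a group was 0.188 on POD4 and 0.136 on POD6 on the log2 scale, so the lower counts did not come with a larger spread. Of genes with a symbol, ORM1 rose from 8.87 ± 0.617 (SD, n = 5) in uninfected to 12.01 ± 1.51 (SD, n = 5) in *K.p.*-infected wounds, a log2 fold change of 3.15 (SE 0.559, adjusted p = 0.00238), with every infected wound above every uninfected one. The sequence named THROMBIN changed by -1.55 (SE 0.279, adjusted p = 0.00231) in *P.a.*-infected wounds, which all lay below the uninfected wounds. ORM1 and THROMBIN were chosen among called genes whose groups do not overlap. Both calls were lost with slide as a random block and with arrays aligned at their 75th percentile. ORM1 and THROMBIN were lower in *P.a.*-infected than *K.p.*-infected wounds by K/P log2 fold changes of -2.22 (adjusted p = 0.0405) and -1.49 (adjusted p = 0.00384), and leaving out a wound cost ORM1 this call in 7 of 9 cases, with -1.61 without *K.p.* replicate 3. From the smaller number of genes, the paper proposes a link with a low bacterial burden held as biofilm.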

To assess similarities and differences in the response of the wounds to colonization with *K.p.* vs. *P.a.* biofilm, we analyzed enrichments of the common and the unique I/U-DEGs of *K.p.-* and *P.a.*-infected wounds. We analyzed the top fold-change I/U-DEGs, 100 Upr and 100 Dnr that were significant (adjusted *p*-value < 0.05), in order to compare nearly equal numbers of I/U-DEGs, since I/U-DEGs with >2 fold-change were so few. Neither *K.p.*-*P.a.*-common-I/U-DEGs nor the *K.p.*-unique I/U-DEGs enriched in functions with z-score >2.0. In contrast, the 94 I/U-DEGs unique to *P.a.*-infected wounds enriched in functions with predicted activation (z-score 2.7 to 2.0): ‘activation of T lymphocytes’, ‘antiviral response’, ‘activation of cells’, ‘activation of antigen presenting cells’, ‘cytotoxicity of lymphocytes’, ‘killing of cells’, ‘cell death of immune cells’, ‘activation of leukocytes’, ‘activation of cytotoxic T cells’, ‘antiviral response of cells’, ‘response of mononuclear leukocytes’, ‘fragmentation of DNA’, ‘cytotoxicity of T lymphocytes’, ‘quantity of cytotoxic T cells’, ‘maturation of phagocytes’, ‘maturation of antigen presenting cells’, ‘immune response of cells’, and ‘activation of macrophages’. While the 147 I/U-DEGs of *K.p.*-infected wounds barely made any regulatory connection amongst themselves, the 94 I/U-DEGs of *P.a.*-infected wounds connected into a 25-molecule regulatory network in which the major hubs were STAT1 and IRF7, with each having 16 direct regulatory connections. This 25-molecule network had several genes in common with the upstream-interferon-predicted network of I/U-DEGs unique to *P.a.*-infected wounds on POD4. These common genes between the POD4 and POD6 networks are STAT1, IRF7, and DHX58. Additionally, the POD6 network includes PSMB10, GBP1, and OAS2, while the POD4 network includes their highly related molecules PSMB9, GBP4, and OASL. These 25 molecules’ topmost five enrichments into canonical pathways are shown in Table 2. 

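OAS2 was at 7.83 ± 0.0421 (SD, n = 5) in uninfected, 7.96 ± 0.181 (SD, n = 5) in *K.p.*-infected and 8.19 ± 0.103 (SD, n = 4) in *P.a.*-infected wounds of POD6. The change of 0.36 in *P.a.*-infected wounds (SE 0.0697, adjusted p = 0.00541) had every infected wound above every uninfected one, and the change of 0.13 in *K.p.*-infected wounds was not called (SE 0.0657, adjusted p = 0.389). The difference of 0.22 between the infections was not called either (SE 0.0697, adjusted p = 0.0748), except without *K.p.* replicate 4, where it was 0.29, and turned negative with arrays aligned at their 75th percentile, as the *K.p.* change did with the brightest probe alone. OAS2 was well above background on 2 of 5 uninfected and 4 of 4 *P.a.* arrays. Its *P.a.* call was lost with slide or rabbit as a random block, with arrays aligned at their 75th percentile and with the processed signal. It was also lost with the brightest probe alone and when only the arrays of POD6 entered the model.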

The molecule names, and the log ratios and *p*-value of their I/U-DEGs are listed in Additional file 4. Furthermore, the Upr I/U-DEGs enriched as their topmost network: ‘*Infectious Disease, Inflammatory Response, and Antimicrobial Response*’ (*p*-value 1x10^−47^ right tailed Fisher’s exact test). Table 3 lists the topmost five upstream mammalian receptors inferred to activate these I/U-DEGs. 

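For IFNA, as on POD4, none of the arrays of POD6 was well above background. The probe stood at 7.72 ± 0.107 (SD, n = 5) in uninfected, 7.74 ± 0.0445 (SD, n = 5) in *K.p.*-infected and 7.68 ± 0.0752 (SD, n = 4) in *P.a.*-infected wounds on the normalized log2 scale.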

Although type I interferons are prominent among these, neither they nor their receptor were upregulated in our experiments.

**Table 2:** **Top five canonical pathway enrichments of 25 molecules from the network on POD6 unique to *P.a. *-infected wounds**

**Name**	***p*-value**	**Ratio**
Activation of IRF by Cytosolic Pattern Recognition Receptors	1.82E-08	5/72 (0.069)
Crosstalk between Dendritic Cells and Natural Killer Cells	1.11E-07	5/96 (0.052)
Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses	1.54E-07	5/106 (0.047)
Role of RIG1-like Receptors in Antiviral Innate Immunity	3.22E-07	4/49 (0.082)
Communication between Innate and Adaptive Immune Cells	6.08E-06	4/109 (0.037)

**Table 3:** **Topmost five upstream regulators predicted for the 55 Upr I/U-DEGs unique to *P.a. *-infected wounds on POD6 in the categories Cytokine, G-protein-coupled receptor, Growth factor, Ligand-dependent nuclear receptor, and Transmembrane receptor**

**Upstream regulator**	**Log ratio**	**Activation z-score**	**p-value of overlap**	**Target molecules in dataset**
TLR3	0.340	3.111	7.13E-19	CXCL10, DDX58, DHX58, GBP4, GCH1, IFIH1, IFIT1, IFIT3, IL15, IL23A, IRF7, STAT1, TLR3, TNFSF10, USP18, ZNFX1
IFN Beta		3.395	1.34E-16	CXCL10, IFIH1, IFIT1, IFIT1B, IL15, IRF7, STAT1, TAPBP, TLR3, TNFSF10, USP18, XAF1
Interferon alpha		3.913	1.67E-16	CXCL10, DDX58, DHX58, IFIH1, IFIT1, IFIT1B, IFIT3, IL15, IRF7, PRF1, STAT1, TAPBP, TLR3, TNFSF10, USP18, WARS
IFN type 1		2.087	3.44E-15	CXCL10, DDX58, DHX58, IFIH1, IFIT1, IFIT1B, STAT1, TNFSF10, UBA7
Ifn		2.793	4.54E-12	CXCL10, DDX58, DHX58, IFIH1, IFIT1, IL15, IRF7, STAT1, TLR3

Analysis of the Dnr I/U-DEGs for associations with upstream regulators and downstream functions found that despite the presence of upregulated inflammatory/antimicrobial transcripts, activation of stress-response pathways was not evident as on POD4.

### POD12: More inflammation and inhibited healing suggested for *P.a.*-infected wounds

On POD12, uninfected wounds had completely epithelialized, *K.p.*-infected wounds were nearly completely epithelialized (epithelial gap ~1.7 mm), and *P.a.*- infected wounds were more open (epithelial gap ~4 mm) [12]. In both *K.p.-* and *P.a.*-infected wounds, biofilm was seen on POD12 using scanning electron microscopy [12].

The I/U-DEGs common to *K.p.*- and *P.a.*-infected wounds (Upr and Dnr) enriched in the functions ‘Vasculogenesis’ and ‘Angiogenesis’, predicted to be activated with z-scores 2.2 and 2.0 (*p*-value 1.22E-02 and 1.97E-03, respectively). The top-scoring function was ‘Connective Tissue Disorders’ (*p*-values 1.27E-06 to 2.33E-03), which included ‘collagen type XI, alpha 1’, ‘collagen, type XII, alpha 1’, ‘collagen, type V, alpha 2’, ‘fibrillin 1’, ‘interleukin 18 binding protein’, ‘lysyl oxidase-like 2’, ‘matrix metallopeptidase 1 (interstitial collagenase)’, ‘thrombospondin 2’. All were downregulated except IL18BP and MMP1, which were upregulated.

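COL5A2, identified by its full name in Additional file 1, was at 11.79 ± 0.402 (SD, n = 5) in uninfected, 9.77 ± 0.507 (SD, n = 4) in *K.p.*-infected and 10.52 ± 0.323 (SD, n = 4) in *P.a.*-infected wounds of POD12. The log2 fold changes were -2.02 (SE 0.322, adjusted p = 6.49e-05) and -1.28 (SE 0.322, adjusted p = 0.0104). THBS2 was at 12.53 ± 0.626 (SD, n = 5), 10.85 ± 0.240 (SD, n = 4) and 11.40 ± 0.375 (SD, n = 4), with changes of -1.68 (SE 0.310, adjusted p = 4.58e-04) and -1.13 (SE 0.310, adjusted p = 0.0179). COL12A1 changed by -0.37 (SE 0.0716, adjusted p = 6.80e-04) and -0.43 (SE 0.0716, adjusted p = 1.52e-04). All infected wounds lay below all uninfected ones for COL5A2 and COL12A1, and all *K.p.*-infected ones for THBS2. The *P.a.* call of COL5A2 was lost without *P.a.* replicate 2, and that of THBS2 without uninfected replicate 2 (-1.04), uninfected replicate 5 (-0.96) or *P.a.* replicate 2 (-0.96). With slide as a random block, or scan day as a block chosen after seeing the data, the *P.a.* calls of both genes were lost, as they were with the processed signal, which also cost COL12A1 its *K.p.* call. MMP1, taken from the sequence that the gene table names so, rose by 1.60 (SE 0.388, adjusted p = 0.00730) in *K.p.*-infected and 1.53 (SE 0.388, adjusted p = 0.0110) in *P.a.*-infected wounds, and both calls were lost with scan day as a block, the *P.a.* call also with slide as a random block or the brightest probe alone. Another sequence, which the scanner output names MMP1 and the gene table MMP14, changed by -0.10 (adjusted p = 0.458) and -0.17 (adjusted p = 0.0777). With arrays aligned at their 75th percentile, COL5A2 in *K.p.*-infected wounds was the only one of these calls that held.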

We also analyzed *K.p.*- versus *P.a.*-infected wound differential expression (K/P). 

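On POD12, 334 genes were higher in *P.a.*-infected than in *K.p.*-infected wounds at an adjusted p of at most 0.05. The count rested on single wounds, being 132 without *P.a.* replicate 4 and 440 without *P.a.* replicate 5. With slide as a random block it was 30.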

Transcripts significantly elevated in *P.a.*- relative to *K.p.*-infected wounds summed to 118. These molecules significantly enriched into ‘Inflammatory Response’, ‘Connective Tissue Disorders’, ‘Inflammatory Disease’, ‘Cellular Movement’, ‘Hematological System Development and Function’ and ‘Immune Cell Trafficking’ (movement and migration of phagocytes) as topmost functions. These 118 genes are shown in Additional file 5. Notably, the gene with the largest fold-change was PLK5, which was 10-fold elevated in *P.a.*- as compared to *K.p.*-infected wounds. PLK5 was upregulated in serum-starved fibroblasts as they exited the cell cycle, and PLK5 overexpression arrested cells at a G0/G1-like stage [47]. The topmost predicted upstream regulator for the 118 molecules elevated in *P.a.*-infected wounds was FGF1 (fibroblast growth factor 1, acidic), which trended toward an inhibited activation state (z-score -0.818; *p*-value 3.85E-04).

Conversely, molecules elevated in *K.p.*- relative to *P.a.*-infected wounds summed to 86 (Additional file 6). 

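Higher in *K.p.*-infected wounds of POD12 were 373 genes. Leaving out any 1 wound lowered the count, to 125 without *P.a.* replicate 4 and at most 292, without *P.a.* replicate 5. Slide as a random block left 37 genes. The sequence named THROMBIN was at 14.81 ± 0.297 (SD, n = 4) in *K.p.*-infected and 13.33 ± 0.149 (SD, n = 4) in *P.a.*-infected wounds, a K/P log2 fold change of -1.48 (SE 0.294, adjusted p = 0.00393). Every *K.p.*-infected wound was higher, as the choice of this sequence required. Its call was lost with the block for slide and with arrays aligned at their 75th percentile.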

A single activating upstream regulator was the synthetic glucocorticoid methylprednisone (z-score 2.45, *p*-value 8.88E-03, 7 genes: SCAMP1, LDLR, HSD17B12, SDC2, CSNK2B, ATIC and FAH). Notably, endogenous glucocorticoid has been suggested to suppress granulation tissue formation, as mice with a DNA-binding-defective glucocorticoid receptor had early wounds with enlarged granulation tissue and a high fibroblast density [48]. 

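On POD12, THBD was at 10.69 ± 0.201 (SD, n = 5) in uninfected, 11.57 ± 0.0197 (SD, n = 4) in *K.p.*-infected and 11.08 ± 0.0877 (SD, n = 4) in *P.a.*-infected wounds. It rose by 0.87 (SE 0.103, adjusted p = 4.65e-07) and 0.39 (SE 0.103, adjusted p = 0.0151), and the *P.a.* call was lost without uninfected replicate 5 (0.33) or *P.a.* replicate 2 (0.37). The K/P difference of THBD was -0.49 (SE 0.108, adjusted p = 0.00919), with every *K.p.*-infected wound higher, and was not called with slide as a random block, the processed signal or alignment at the 75th percentile. That alignment also cost THBD both I/U calls, and the slide block, the processed signal and the scan-day block, chosen after seeing the data, cost the *P.a.* call. FMO1 was at 8.87 ± 0.230 (SD, n = 5), 10.30 ± 0.136 (SD, n = 4) and 9.78 ± 0.146 (SD, n = 4). It rose by 1.43 (SE 0.158, adjusted p = 1.51e-07) and 0.91 (SE 0.158, adjusted p = 3.11e-04), and all infected wounds of both genes lay above all uninfected ones. Its K/P difference of -0.52 (SE 0.167, adjusted p = 0.0722) was not called, although every *K.p.*-infected wound was higher, and it was called when only the arrays of POD12 entered the model and with the authors' normalized intensities.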

PDGF BB was also a predicted upstream regulator, though it did not reach the activating z-score cutoff of 2.0 (z-score 1.41, *p*-value 1.22E-02, 5 genes: SLC7A7, MGST2, THBD, FMO1 and LDLR). Additionally, EVPL (Envoplakin) was 2.8-fold upregulated in *K.p.*-infected wounds over uninfected wounds and was 2-fold more highly expressed in *K.p.*- than *P.a.*-infected wounds. Envoplakin is a component of the keratinocyte cornified envelope, and is suggested to link it to desmosomes and intermediate filaments [39].

### q-RT-PCR validation of microarray results

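On the arrays the housekeeping gene GAPDH, a common reference for RT-qPCR, was not called in any of the 6 I/U comparisons. Its log2 fold change was 0.66 (adjusted p = 0.0626) in *K.p.*-infected and 0.10 (adjusted p = 0.786) in *P.a.*-infected wounds on POD4. On POD6 it was 0.13 (adjusted p = 0.890) and 0.09 (adjusted p = 0.977), and on POD12 0.02 (adjusted p = 0.988) and -0.64 (adjusted p = 0.0610). These directions depended on the scaling of the arrays. With the processed signal both changes on POD4 were called as increases, and the *K.p.* change on POD12 turned negative. Alignment at the 75th percentile turned the *P.a.* change on POD4 and the *K.p.* changes on POD6 and POD12 negative. With the authors' normalized intensities both the *K.p.* change on POD4 and the *P.a.* change on POD12 were called without a change of sign, while the *K.p.* change on POD12 turned negative. The *K.p.* change on POD4 was also called without *K.p.* replicate 1 (0.74), *K.p.* replicate 4 (0.73) or uninfected replicate 2 (0.86), and the *P.a.* change on POD12 without uninfected replicate 1 (-0.73) or replicate 3 (-0.73).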

Analysis of gene expression using q-RT-PCR of the same RNA samples as used for microarray analysis validated the microarray results (Additional file 7: Table S1). The selected genes represented those that were highly regulated either in *K.p.* or *P.a.* infected wounds. The qRT-PCR results confirmed the trend in expression of these selected genes revealed by microarray.

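IL1A, one of the genes of Table S1, was at 10.69 ± 0.238 (SD, n = 4) in uninfected, 12.67 ± 0.648 (SD, n = 5) in *K.p.*-infected and 15.65 ± 0.290 (SD, n = 4) in *P.a.*-infected wounds of POD4. Its log2 fold change on the arrays was 1.98 (SE 0.263, adjusted p = 1.28e-05) in *K.p.*-infected and 4.96 (SE 0.277, adjusted p = 7.85e-15) in *P.a.*-infected wounds, and the groups did not overlap. The difference between the infections was 2.98 (SE 0.263, adjusted p = 8.60e-10). The RT-qPCR measurements were not analysed here.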

## Discussion

Wound gene expression patterns differed greatly between PODs 4, 6 and 12. This was expected as the wound states are different on these days, and respectively involve acute bacterial-induced inflammation, stabilization of biofilm, and healing. However, the wound responses to *K.p.* and *P.a.* infections showed similarities, especially on POD4. But there were significant differences. On POD4, the Upr gene expression patterns indicating inflammation were largely similar between the two infected wound types. But *P.a.*-infection induced a more intense response, with Dnr-transcripts indicating a stronger stress-response and the death of cutaneous cells. The greater inflammatory response to *P.a.* infection is likely associated with its pathogenic virulence that could have resulted in a larger bacterial load as compared to *K.p.* infection ([13] and unpublished observation). On POD6, after antibiotic killed the majority of planktonic bacteria and selected for biofilm, *P.a.*-infected wounds showed a network of inflammation/infection-response molecules predicted to be regulated by type I interferons, which was not associated with enrichments indicative of a stress response of cutaneous cells. The network of inflammation/infection-response molecules on POD6 was similar to a network unique to *P.a.*-infected wounds on POD4 that was minor part of the extensive inflammation/infection-response on that day. On POD12, *P.a.*-infected wounds showed indications of greater inflammation and impaired healing, which may be partly related to a larger *P.a.* biofilm load at this time as compared to *K.p.* biofilm, as suggested by our previous studies [13,49].

### POD4

#### Inflammation/infection-response

Seeking potential mechanisms of the very similar but much more extensive inflammatory host-response of *P.a.* vs. *K.p.* infection, we analyzed predicted upstream activating molecules. Those from bacteria were similar for both infected wound types. To further search for specific gene expression patterns that discriminate the two infected wound types, we analyzed other upstream regulators in categories of cytokines, growth factors and signaling receptors. Twenty-five upstream regulators, predominated by type I interferons, were inferred to regulate 56 I/U-DEGs unique to *P.a.*-infected wounds that enriched into the functions ‘Immune Cell Trafficking’ (36 molecules) and ‘Infection’ (39 molecules; *p*-values 1.24E-26 – 1.04E-7). In the ‘Infection’ category twice as many, 34, enriched into the subcategory ‘Viral Infection’ (*p*-value 2.56E-18) as enriched into ‘Bacterial Infection’ (17 molecules, *p*-value 8.37E-13). This network could contribute to upregulated IKBKE, which was upregulated 10-fold in *P.a.*-infected wounds but only 2-fold in *K.p.*-infected wounds. IKBKE is a non-canonical IkappB kinase with an important role in regulating antiviral signaling pathways. It is activated downstream of the recognition of LPS and nucleic acids by their PPRs—TLR3 (dsRNA), TLR4 (LPS), IFIH1 (long dsRNA), DDX58 (5’ppp ssRNA, short dsRNA), and ZBP1 (dsDNA) [50] — and activated IKBKE phosphorylates p65/RelA, interferon response factors 3 and 7 (IRF3 and IRF7), and STAT1. Consistent with a role in activating IKBKE, the network unique to *P.a.*-infected wounds on POD4 includes upregulated TLR3, IFIH1, DDX58, IRF3 and STAT1. 

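TLR3 was at 8.19 ± 0.0130 (SD, n = 4) in uninfected, 8.02 ± 0.0518 (SD, n = 5) in *K.p.*-infected and 7.85 ± 0.0782 (SD, n = 4) in *P.a.*-infected wounds of POD4, and all infected wounds lay below all uninfected ones. Its log2 fold change was -0.16 (SE 0.108, adjusted p = 0.451) in *K.p.*-infected and -0.34 (SE 0.114, adjusted p = 0.0223) in *P.a.*-infected wounds, with a difference of -0.18 between them (SE 0.108, adjusted p = 0.239). TLR3 was well above background on 1 of the 4 *P.a.* arrays. The call was lost without *P.a.* replicate 1 (-0.32) or replicate 2 (-0.32), with slide or rabbit as a random block and with the mean of each rabbit's wounds. It was also lost with the processed signal, with the authors' normalized intensities and with array quality weights, chosen after seeing the data. For TLR3 P.a. POD4 and TLR3 K/P POD4, alignment of the arrays at their 75th percentile reversed the direction, to 0.53 and 1.38.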

The network unique to *P.a.*-infected wounds on POD4 and the similar network on POD6 could possibly be related to the intracellular replication of *P.a.*[46].

Some gene expression induced by *P.a.*-infection as compared to *K.p.*-infection probably involves known virulence mechanisms of *P.a.*[46,51], including the type III secretion effectors ExoS and ExoT that are expressed by the *P.a.* strain PAO1 that we used for our studies [52]. A previous study identified genes with induced expression dependent on ExoT activity [51] that are some of the same molecules that were highly expressed in *P.a.*- as compared to *K.p.*-infected wounds (e.g., ADM, DUSP5 and NR4A1). Additionally, many molecules targeted by ExoS activities (Ras, Ral, Rabs, and ERM proteins; as referenced in [53]) were differentially expressed in *P.a.*- vs. *K.p.*-infected wounds. For example, the ERM-like molecule NF2 was one of the 36 genes more upregulated in *K.p.*- than *P.a.*-infected wounds.

#### Stress-response

In parallel to the greater number of Upr-transcripts and their higher upregulation in *P.a.*-infected wounds on POD4, *P.a.*-infected wounds downregulated more transcripts, and most of the common Dnr-transcripts were downregulated to lower levels as compared to *K.p.*-infected wounds. Dnr-transcripts come from cutaneous cells, since cells that infiltrate the wound in response to infection only contribute transcripts. The Dnr-transcripts of infected wounds enriched in stress-response pathways and networks; these were several-fold more extensive in *P.a.*-infected wounds.

Given that a constant quantity of RNA was hybridized to each microarray, more leukocyte infiltration in *P.a.*-infected wounds would result in more leukocyte RNA and proportionally less fibroblast and keratinocyte RNA. But this does not appear to fully explain the greater extent of Dnr- transcripts in *P.a.* wounds on POD4 because *P.a.*-infected wounds had 4-fold more Upr-transcripts and twice as many, 8-fold, more Dnr-transcripts than *K.p.*-infected wounds (Table 1). 

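Over all genes past both limits on POD4, *P.a.*-infected wounds had 3.65 times as many upregulated and 10.3 times as many downregulated genes as *K.p.*-infected wounds. With the processed signal aligned at its 75th percentile the ratios were alike, at 11.4 and 11.3. Under each other alternative that gave both ratios, single wounds left out included, the ratio of downregulated genes was the larger. Without *K.p.* replicate 1 the ratios were 3.84 and 6.03. The pairs were 12.5 and 32.0 with rabbit as a random block, 10.9 and 61.7 when only the arrays of POD4 entered the model, and 3.98 and 7.62 with the brightest probe alone. With the mean of each rabbit's wounds, 0 genes were downregulated in *K.p.*-infected wounds and only the ratio of upregulated genes, 49.3, could be given.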

And 26% of overlapping Dnr I/U-DEGs were more downregulated in *K.p.-* than *P.a.*-infected wounds. Also, stress responses are known to involve transcriptional and posttranscriptional processes including the specific stabilization and destabilization of mRNA as well as selective translation and transcription, and depend on the particular type of stress [54,55].

The downregulated transcripts assembled into networks with highly connected nodes such as CAND1 and cullins, which are involved in protein degradation, and the COP9 signalosome subunits. The COP9 signalosome functions in the regulation DNA repair, checkpoint control and chromatin remodeling [41]. DNA damage was a top activated function enrichment of Dnr I/U-DEGs unique to *P.a.*-infected wounds, which is a likely consequence of reactive oxygen species from the strong immune response to *P.a*. infection. The topmost predicted upstream regulator was MYC. MYC acts as a transcriptional amplifier, inducing expression of all genes to which it is bound [56]. The predicted inhibited state of MYC in *P.a.*-infected wounds is consistent with general suppression of transcription. Also upstream, PPAR (peroxisome proliferator-activated receptor) signaling was predicted to be in an inhibited state. PPAR signaling regulates many proteins in epidermis, which is very active in lipid metabolism, and where all PPAR and LXR (liver X receptor) isoforms are expressed, activating keratinocyte differentiation and the formation of the permeability barrier [57]. The mTOR pathway was also predicted to be in an inhibited state. mTOR is a conserved checkpoint protein that senses and integrates growth factor signals, and levels of nutrients, oxygen and energy. Major downstream targets of mTOR signaling are components of the translation machinery [58]. In contrast, RARgamma signaling was predicted to be activated, and RXRalpha-RARgamma heterodimers are necessary for growth arrest [59]. The Dnr-transcripts of *P.a.*-infected wounds enriched 4-fold more into the cell death function annotation than did an equal number of Dnr-transcripts of *K.p.*-infected wounds.

Previous studies have suggested that eIF2 signaling is activated during bacterial infections *in vitro*[60-63]. In epithelial cells, intracellular bacteria have been observed to up-regulate several proinflammatory cytokine genes (TNFA, IL1B and IL6) and chemokine genes (IL8 and CCL20) (as referenced in [63] and therein). These genes were among the most highly expressed genes in our *P.a.*-infected wounds. Also, human vaginal epithelial cells (HVECs) exposed to *Staphylococcus aureus* strongly upregulated chemokines and cytokines [64]. Among these, on our microarray, CCL20 was significantly upregulated only in *P.a.*-infected wounds (5-fold) and CXCL2 was upregulated 3- and 14-fold, respectively, in *K.p.-* and *P.a.-*infected wounds. However, our data cannot discriminate the source of these Upr-transcripts, leukocytes vs. cutaneous cells.

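TNF was at 9.43 ± 0.135 (SD, n = 4) in uninfected, 13.42 ± 1.21 (SD, n = 5) in *K.p.*-infected and 14.81 ± 0.311 (SD, n = 4) in *P.a.*-infected wounds of POD4. It rose by 3.99 (SE 0.436, adjusted p = 7.32e-07) and 5.38 (SE 0.460, adjusted p = 6.52e-11) on the log2 scale. IL6 rose by 2.99 (SE 0.495, adjusted p = 2.08e-04) and 4.75 (SE 0.522, adjusted p = 1.15e-08). IL8 rose by 3.39 (SE 0.493, adjusted p = 4.27e-05) and 4.53 (SE 0.520, adjusted p = 2.49e-08). IL1B rose by 3.91 (SE 0.723, adjusted p = 7.24e-04) and 3.13 (SE 0.762, adjusted p = 0.00181), with probes up to 4.14 and 1 of the 3 near 0 in *P.a.*-infected wounds. For these 4 genes every infected wound lay above every uninfected wound. Between the infections, TNF differed by 1.39 (adjusted p = 0.0180) and IL6 by 1.76 (adjusted p = 0.00845), while IL8 at 1.15 (adjusted p = 0.0866) and IL1B at -0.78 (adjusted p = 0.466) were not called. The TNF difference lost its call without *K.p.* replicate 1 (1.20), *K.p.* replicate 4 (1.01) or *P.a.* replicate 3 (1.25), and that of IL6 without *P.a.* replicate 2 (1.19). Both were lost with the processed signal, with arrays aligned at their 75th percentile and when only the arrays of POD4 entered the model, the last of which called IL8. The IL1B difference turned positive with the brightest probe alone.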

EIF2 signaling was among the top three canonical pathway enrichments for Dnr I/U-DEGs of both infected wounds. EIF2 is phosphorylated by several kinases in response to protein disequilibrium in the endoplasmic reticulum (ER) and cytoplasm, caused by diverse cellular stresses such as nutrient deprivation, exposure to the mTOR inhibitor rapamycin, high salt, redox perturbation, and/or DNA damage [65,66]. EIF2 phosphorylation shuts off global translation but allows synthesis of specific transcription factors and their target genes that support recovery from the stress (e.g., ER chaperones, oxidoreductases, and ERAD components). The central transcription factors in EIF2 signaling, ATF4 and ATF5, were not on our microarray, but the related transcription factors, ATF7IP, ATF6, ATF1, BATF2, ATF3, ATF2, and ATF7IP2 were upregulated in *P.a.*- relative to *K.p.*-infected wounds.

Beyond a threshold of stress, apoptosis can result. An apoptotic switch involving the Unfolded Protein Response (UPR) has been described [67]. The switch to the “terminal UPR” is thought to involve transcription of the pro-apoptotic transcription factor CHOP (DDIT3), which was upregulated 4.6-fold in *K.p.*-infected wounds and 13-fold in *P.a.*-infected wounds relative to uninfected wounds. CHOP has been suggested to induce death by promoting protein synthesis through increased transcription of GADD34 (PPP1R15A), which dephosphorylates EIF2 to reverse the inhibition of translation, exacerbating the preexisting ER stress [68,69]. Notably, in our study, GADD34 (PPP1R15A) was 30-fold upregulated in *P.a.*-infected wounds, relative to uninfected wounds, and was 7.5-fold more highly expressed in *P.a.*- than *K.p.*-infected wounds.

### POD6

On POD6, the wounds containing biofilm expressed magnitudes fewer inflammation transcripts than before antibiotic treatment. Although, 10-fold fewer *P.a.* than *K.p.* CFU were recovered from wounds on POD6 [12], only *P.a.*-infected wounds contained Upr I/U-DEGs that enriched in inflammation/infection functions. This network was virtually the only network found on POD6. It was similar to a network on POD4 consisting of Upr I/U-DEGs unique to *P.a.*-infected wounds, which was a minor part of the extensive inflammation/infection-response on POD4. In common between the two networks were three identical molecules and three highly similar molecules, and both networks contained molecules involved in nucleic acid sensing with inferred regulation by type I interferons. However, type I interferons were not upregulated on our microarrays. One possible explanation for these networks is that they are a consequence of growth of *P.a.* within epithelial cells [46] and could be regulated via an interferon-independent mechanism such as found in fibroblasts [70,71]. Another possibility is that these transcripts could come from a specific subpopulation of infiltrating cells such as dendritic cells [72]. Consistent with the greatly reduced inflammation on POD6, the Dnr I/U-DEGs of cutaneous cells did not significantly enrich into annotated functions suggesting a stress response.

Following two days of antibiotic treatment, POD6 wounds differentially expressed fewer genes than on POD4 or POD12. However, a large fraction of the few I/U-DEGs present in *P.a.*-infected wounds were related to each other through regulatory connections, including inferred upstream regulation by type I interferons. Such a network of transcripts could possibly be an identifying marker of *P.a.* biofilm colonization that has potential to develop into chronic infection that impairs healing.

### POD12

Relative to uninfected wounds, both types of infected wounds on POD12 differentially expressed genes that enriched into the functions ‘Vasculogenesis’ and ‘Angiogenesis’, with predicted activated states, and ‘Connective Tissue Disorders’. These similar functions between the two types of infected wounds are likely related to both being open as compared to the uninfected wounds that were closed on POD12.

Transcripts that were more highly expressed in *P.a.*- as compared to *K.p.*-infected wounds enriched in functions and networks related to the inflammatory response and connective tissue disorders, suggesting that *P.a.*-infected wound were more inflamed and disordered. Additionally, FGF1 (fibroblast growth factor 1) was the topmost upstream regulator of these molecules more highly expressed in *P.a.*-infected wounds. FGF family members possess broad mitogenic and cell survival activities, and FGF1 is a known modifier of endothelial cell migration and proliferation, as well as an angiogenic factor. However, as an upstream regulator of these DEGs, FGF1 was suggested to be in an inhibited state. Additionally, PLK5 (polo-like kinase 5) was upregulated 10-fold in *P.a.*- relative to *K.p.*-infected wounds. PLK5 has been shown to induced G1 arrest when overexpressed, to be downregulated in proliferating cells, and to accumulate in quiescent serum-starved fibroblast [73]. These results could indicate an impaired state of healing of *P.a.*-infected wounds. Conversely, upstream regulators of the more highly expressed transcripts in *K.p.*- vs. *P.a.*-infected wounds included a glucocorticoid and PDGF. These predicted upstream regulators may indicate lower inflammation (glucocorticoid) and active healing (PDGF) [74]. Overall these expression data and their regulator and function enrichments suggest that *P.a.*-infected wounds had greater inflammation and *K.p.*-infected wounds had more developed and active healing.

## Conclusions

These data contribute to defining the immune response of wound and proximal skin to bacterial infections of different virulence. In the clinical setting, diagnosis of infected wounds can be complicated by an absence of signs of inflammation (e.g., as on POD6) and late diagnosis can result in impaired healing [75,76]. Current diagnosis of infection is based on recoverable CFU which captures only culturable bacteria. PCR identifies more bacteria in wound samples, but mixed-species infections could have unpredictable virulence. The host-response counterbalances infections, and molecular markers of the host-response to infection may ultimately be useful for diagnosis and treatment. The current study suggests that patterns and extents of expression of Dnr-transcripts, expressed in cells resident to the wound and proximal skin, as well as specific Upr-transcripts, may contribute to the prediction or identification of poorly healing wounds, and may be useful for indicating wound-specific treatments to improve wound outcome.

### Ethics statement

The animal experiments were performed under animal protocol number 2010–1241 approved by Northwestern Medical School IACUC.

## Competing interest

KPL and MJ are employees of the U.S. Government. The work presented is part of their official duties. Title 17 U.S.C. §105 provides that ‘Copyright protection under this title is not available for any work of the United States Government.’ Title 17 U.S.C. §101 defined U.S. Government work as work by a military service member or employee of the U.S. Government as part of that person’s official duties. The opinions or assertions contained herein are the private views of these authors and are not to be construed as official or as reflecting the views of the Department of the Army or the Department of Defense.

## Authors’ contributions

Conceived and designed the experiments: KPL, TC and TAM. Performed the experiments: AKS, MRG, WX, SJH, and RDG. Analyzed the data: PD, KPL, TC, and WX. Wrote the paper: PD, KPL, and TC. Contributed reagents/materials/analysis tools and helped produce the final manuscript: MJ. Conceived of the study, obtained funding, participated in its design and coordination: KPL, TAM. Read and approved the final manuscript: KPL, PD, AKS, MRG, MJ, WX, SJH, RDG, TC, TAM.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1472-6890/14/20/prepub

## Supplementary Material

Additional file 1 **List of gene probes and associated normalized log2 fold-changes and adjusted *p-*** **values.** Click here for file

Additional file 2 **Genes upregulated to a greater extent in *K.p.*-infected wounds on POD4.** Click here for file

Additional file 3 **Upstream regulators and the 56 downstream molecules unique to * P.a.*-infected wounds they are inferred to regulate on POD4.** Click here for file

Additional file 4 **Regulatory network of *P.a.*-infected wounds on POD6.** Click here for file

Additional file 5 **Transcripts elevated in *P.a.*- relative to *K.p.*-infected wounds on POD12.** Click here for file

Additional file 6 **86 transcripts elevated in *K.p.*- relative to *P.a.*-infected wounds on POD12.** Click here for file

Additional file 7: Table S1 RT-qPCR validation of microarray gene expression. Click here for file

# Supplementary material for: Dermal wound transcriptomic responses to Infection with Pseudomonas aeruginosa versus Klebsiella pneumoniae in a rabbit ear wound model
**Source:** BMC Clin Pathol. 2014 May 2;14:20. doi: 10.1186/1472-6890-14-20
**Supplement:** Additional file 7: Table S1 — RT-qPCR validation of microarray gene expression.

## Slide 1
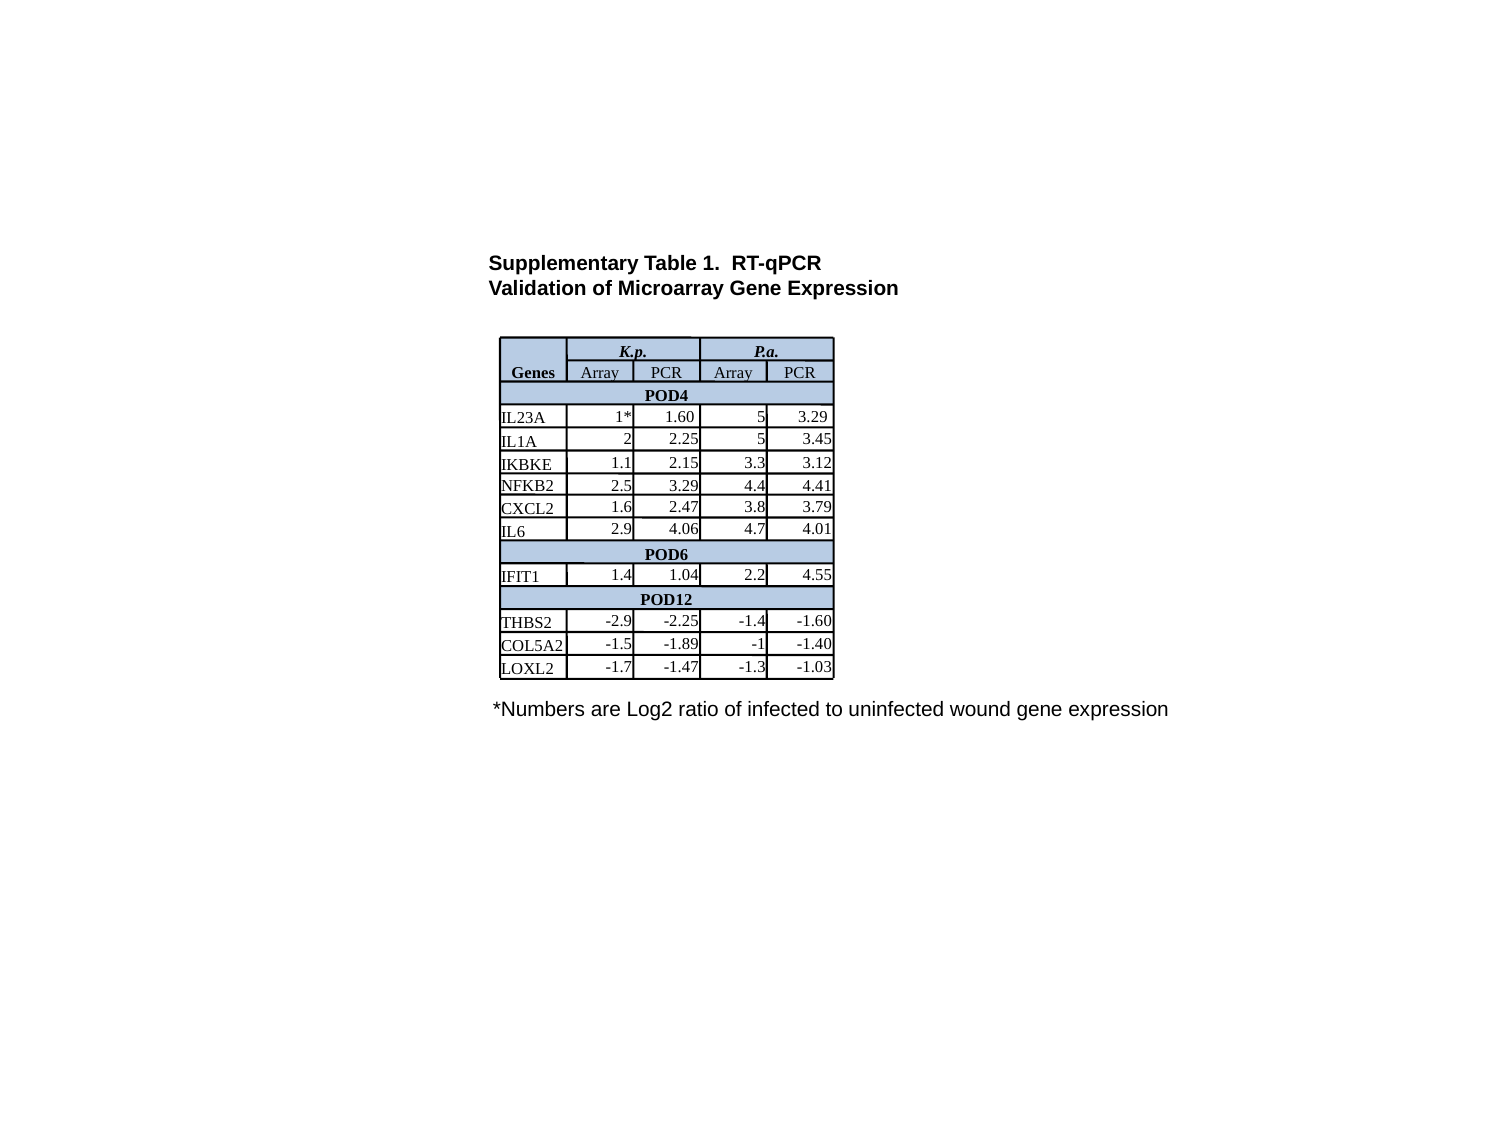

Supplementary Table 1. RT-qPCR Validation of Microarray Gene Expression
Genes
K.p.
P.a.
Array
PCR
Array
PCR
POD4
IL23A
1*
 1.60
5
3.29
IL1A
2
 2.25
5
 3.45
IKBKE
1.1
 2.15
3.3
 3.12
NFKB2
2.5
 3.29
4.4
4.41
CXCL2
1.6
 2.47
3.8
 3.79
IL6
2.9
 4.06
4.7
 4.01
POD6
IFIT1
1.4
 1.04
2.2
 4.55
POD12
THBS2
-2.9
 -2.25
-1.4
 -1.60
COL5A2
-1.5
 -1.89
-1
-1.40
LOXL2
-1.7
 -1.47
-1.3
 -1.03
*Numbers are Log2 ratio of infected to uninfected wound gene expression

How the deposited data were processed for this re-analysis (not part of the article)

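The data were 40 1-colour microarrays of RNA from single rabbit ear wounds. The wounds were uninfected or infected with *K. pneumoniae* (*K.p.*) or *P. aeruginosa* (*P.a.*) and were collected on POD4, POD6 or POD12, with 4 or 5 wounds in each of 9 groups. The paper gives 5 wounds per group, and the others were not analysed here, nor were the POD3 arrays. Wounds were mapped to groups from the sample labels and the paper. The authors hybridized labelled total RNA to a custom rabbit array and deposited, for each array, the output of Agilent's Feature Extraction software. It holds a mean intensity and a median background intensity per spot on a linear scale, a processed signal intensity, and 0/1 marks for outlying, saturated and well-above-background spots, with no normalization between arrays. The authors also deposited a table of normalized intensities on a linear scale, background corrected and quantile normalized between arrays. That table has a floor whose origin the text of the paper does not name.

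From the mean and background intensities, normexp background correction with an offset of 50 was fitted on all spots of each array. Intensities were put on the log2 scale, 1417 control spots per array were dropped and the remaining 43803 spots were quantile normalized between arrays, after the paper's methods. Spots marked as outlying were then left out. This rule was not part of the design fixed before the data were examined, which named no treatment of such spots. Saturated spots were kept. Spots of 1 probe were averaged, and the probes of a sequence were combined by a least-squares fit of probe and array effects, which equals their mean where no probe is missing. At first the plain mean of the remaining probes was used. It was replaced after its values had been seen, because the loss of a bright or dim probe on single arrays shifts a plain mean. The plain mean is among the alternatives. Spot marks left 1674 values of a gene on an array missing.

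The 9 groups were fitted together with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with statmod 1.5.0 and data.table 1.17.8. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for reading, permutation tests and figures. All adjusted p-values are from limma with Benjamini-Hochberg adjustment within a comparison. Each infection was compared with uninfected wounds of the same POD, at a fold change of at least 2 and an adjusted p of at most 0.05, and *P.a.*-infected with *K.p.*-infected wounds at an adjusted p of at most 0.05. Single genes described by name were called at that adjusted p alone in every comparison. Genes common to both infections on POD4 were those at an adjusted p of at most 0.05 in both. Lists of the 100 most changed genes in each direction were drawn from genes at that adjusted p. A gene not well above background on any array of a group has only an upper bound there.

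The model was tested on simulated data for 19879 genes, of which 200 were changed by 1.5 on the log2 scale. It recovered 96% of them for *K.p.* and 95.5% for *P.a.* on POD4, 97.5% and 98% on POD6, and 97% and 96% on POD12, with 0 in the wrong direction. At the adjusted p alone, between 4% and 5.80% of the called genes had not been changed. The simulated wounds varied independently, with 1 SD per gene for all groups, and held no shared slide or rabbit and no dim arrays. These shares therefore do not measure how often calls are false in the real arrays.

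Genes named in the text are those the paper names with a direction or a size and, for each comparison, those with a symbol among the 5 largest and 5 smallest log2 fold changes of genes called by the limits used in the counts whose groups do not overlap. Symbols came from the scanner output, from NCBI's gene table for the rabbit assembly mOryCun1.1, whose coordinates were not used, and from the paper's Additional files. Of the 683 sequences with a RefSeq accession, 652 were matched in the gene table. Names matched both by accession and by gene number, 156 in all, were in no case matched to different genes. The sequence that the scanner output names MMP1 carries the accession of MMP14 in that table, and MMP1 was taken from the sequence that the table names so.

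Alternatives set before the data were examined were the processed signal aligned at each array's 75th percentile in place of both normexp and quantile normalization, an offset of 16, alignment at the 75th percentile in place of quantile normalization, only probes well above background on at least 39 arrays or on every array of a group, the brightest probe of a gene, a model of only the arrays of a POD, a trended prior, slide or rabbit as a random block, the mean of each rabbit's wounds, the replicate number as a block, the authors' normalized intensities, and leaving out each wound in turn. Alternatives chosen after seeing the data were keeping outlying spots, the authors' intensities with such spots kept, the plain mean of the probes left, array quality weights and scan day as a fixed block. With 4 or 5 arrays per group, the number of arrays limits the precision.

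Tests of gene lists were not run, because fewer than 80% of the genes of each list had a named sequence. That share was 51.9% for skeletal muscle, 34.5% for fibroblast and matrix, 26.5% for neutrophil, 22.7% for T cell, 16% for the integrated stress and unfolded protein response, 13.9% for hypoxia and glycolysis, 13% for cartilage, 11.1% for erythroid, 9.1% for monocyte-macrophage and 1.8% for interferon-stimulated genes. No DNA replication, keratinocyte or oxidative phosphorylation gene had a named sequence, and 2 ribosomal protein genes had one. Some genes the paper names are not reported here. The analyses made with IPA were not rerun, and the RT-qPCR measurements were not analysed here.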

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

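The comparison of the number of genes called in both infections with that of unchanged groups, the tests of slide and rabbit on POD6, the spike-in correlations without the array of lowest spike-in signal, the array quality weights and the scan-day block were chosen only after the result was seen. So was the limit of 1.5 under which a ratio of *P.a.* to *K.p.* counts was read as near 1.

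In 9 of 45 sets of 4 or 5 arrays and 1 of 103 sets of gene values, 1 wound stood apart from the rest of its group, where chance alone marks about 1 in 20 sets. The measure given first is the gap to the nearest wound as a share of the group's range. On POD4 it was 0.76 for the array brightness of *K.p.* replicate 5, at a log2 75th percentile of 6.43 against 8.47 to 9.11, and 0.852 for the mean correlation of that array with its group, at 0.926 against 0.959 to 0.965. It was 0.9 for the share of spots well above background of *P.a.* replicate 3, at 58.1% against 36.8% to 38.9%, and 0.893 for the mean correlation of uninfected replicate 4 with its group, at 0.964 against 0.974 to 0.976. On POD6 it was 0.825 for the spike-in signal of *K.p.* replicate 4, at 10.49 against 10.96 to 11.06, and 0.77 for the share well above background of uninfected replicate 3, at 50.2% against 62.6% to 66.3%. On POD12 it was 0.893 for the share well above background of *K.p.* replicate 1, at 68.7% against 60.1% to 61.0%, 0.846 for the mean correlation of *P.a.* replicate 2 with its group, at 0.981 against 0.986 to 0.987, and 0.84 for the spike-in signal of uninfected replicate 1, at 3.72 against 9.94 to 11.13. Among genes it was 0.966 for ALDH1A3 in uninfected POD4 replicate 4, at 8.50 against 8.03 to 8.04. Each of these wounds was kept, and leaving each out in turn is among the alternatives. No biological explanation of a single wound was tested.

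Array brightness differed between wounds, and the *P.a.* arrays of POD4 were dim as a group. If hybridization or scanning were the source, the spike-in control spots would be dim on the same arrays. Over 40 arrays the spike-in signal and brightness had a Pearson r of 0.167 (permutation p = 0.239, adjusted 0.344 over 10 tests) and a Spearman rho of 0.176 (permutation p = 0.275, adjusted 0.344), with all tests two-sided and 100000 resamples. Without the 2 arrays farthest from the median brightness r was 0.0894 (permutation p = 0.566, adjusted 0.629) and rho 0.0626 (p = 0.708). Within groups r was 0.369 (permutation p = 0.00278, adjusted 0.019) and rho 0.377 (permutation p = 0.0306, adjusted 0.0612). Without the array of lowest spike-in signal, r was 0.459 over all arrays (permutation p = 0.00379, adjusted 0.019) with a rho of 0.187 (adjusted p = 0.344), and within groups r was 0.599 (permutation p = 0.013, adjusted 0.0433) and rho 0.417 (permutation p = 0.0301, adjusted 0.0612). The Pearson correlation passed after adjustment within groups with or without that array, and over all arrays only without it, while the Spearman correlation passed in none of these tests. Hybridization, scanning and the amount of intact RNA in a wound all stay open.

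The effect of infection differed between PODs when the difference itself was tested in the same limma model at an adjusted p of at most 0.05. For *K.p.* it differed in 375 genes between POD6 and POD4, 1045 between POD12 and POD4, and 594 between POD12 and POD6. For *P.a.* the numbers were 3297, 3292 and 483. A larger spread between wounds on POD6 is not the reason for the lower counts of that POD, since the median SD within groups was 0.136 on POD6 against 0.188 on POD4. The tests between PODs took wounds as replicates. On POD6 rabbit stays open, since the uninfected and *P.a.* groups came from 1 rabbit each. With rabbit as a random block 0 *K.p.* and 2 *P.a.* genes were called on POD6. On POD12 scan day and rabbit stay open. With scan day as a fixed block the *P.a.* count was 90 in place of 239, but that block leaves uninfected replicates 4 and 5 as the only controls of POD12. It cannot separate scan day from the smaller number of controls. Each POD12 group was 1 rabbit, so that rabbit and infection cannot be told apart there. The course of infection over days, which the design names, is untested against these.

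The paper reports K/P differences on POD6 in no count, and on POD4 only those higher in *K.p.*-infected wounds. On POD6, 245 genes were higher in *K.p.*-infected and 179 in *P.a.*-infected wounds. For the 179 genes chance could not be excluded, since 6 of 100 splits of the same wounds gave as many genes, while for the 245 genes 2 of 100 did. One of these splits followed both a slide and a rabbit. The 4 *K.p.* wounds on slide 5, all from 1 rabbit, set against *K.p.* replicate 1 and the 4 *P.a.* wounds, from other rabbits, gave 947 genes higher and 505 lower on slide 5. The real split gave 8 and 9 genes with slide as a random block, and 2 and 2 with rabbit as a random block. Slide or rabbit may therefore account for these differences. Slide, rabbit and infection cannot be told apart here, since all *P.a.* wounds of POD6 came from 1 rabbit and shared no slide with the *K.p.* wounds. Without *P.a.* replicate 3 the counts were 43 and 42, and without *K.p.* replicate 1 they were 897 and 448. On POD4, 2706 genes were higher in *P.a.*-infected wounds, a number that 1 of 100 splits reached, the real one, and that was 2196 with slide and 980 with rabbit as a random block. The dimness of the *P.a.* arrays of that POD stays open as a source.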

How the results depend on the processing

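The array quality weights, the scan-day block, the authors' intensities with outlying spots kept, the outlying spots kept in the scanner values and the plain mean of the probes left were chosen only after the result was seen.

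Of 24 counts and shares, 24 stayed within 1.5 times or the confidence interval of the main value with an offset of 16, a trended prior, outlying spots kept or the plain mean. The 104 results for named genes kept direction and call in 101 cases with the offset, 103 with the trended prior, 103 with outlying spots kept and 104 with the plain mean. Left out of these, after their values had been seen, were IFNA on POD4 and POD6 and the I/U changes of OAS2 on POD4, since no infected array there was well above background and no fold change is given. Over the 18 alternatives on all wounds the number of *P.a.* genes on POD4 was at least 4.05 times that of *K.p.* genes, and with a wound of POD4 left out at least 3.84 times, without *K.p.* replicate 4. Where a value changed and no construction of the alternative explains it, the cause was not tested. 

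With the processed signal aligned at the 75th percentile, in place of both normexp and quantile normalization, 723 *K.p.* and 8222 *P.a.* genes were called on POD4, 95 and 137 on POD6, and 672 and 1209 on POD12. Of the common genes of POD4, 1 had opposite directions, 83.9% of the 553 upregulated and 66.4% of the 134 downregulated changed more in *P.a.*-infected wounds. On POD6, 4975 genes were higher in *K.p.*- than *P.a.*-infected wounds and the downregulated lists shared 7 genes. On POD12, 62 genes were higher in *K.p.*- and 134 in *P.a.*-infected wounds, the upregulated lists shared 47, and the largest *P.a.* share between PODs was 9.29%. The probe of IFNA, not well above background on any array of POD4, was called in *P.a.*-infected wounds of that POD. The share of upregulated genes was 81.1% in place of 60.3% for *P.a.* on POD4, 55.5% in place of 78.8% for *P.a.* on POD6 and 65.2% in place of 54.0% for *K.p.* on POD12. The median log2 fold change of all genes shifted to 0.32 and 0.84 on POD4, 0.48 and -0.26 on POD6, and 0.24 and 0.28 on POD12. Of the results for named genes, 83 kept direction and call, 15 lost their call, 2 gained one and 4 changed sign and were called neither before nor after. These 4 were MXD1 K/P POD4 at 0.29, TLR3 K/P POD4 at 0.049, GAPDH K.p. POD12 at -0.29 and MMP1 as the files name it K.p. POD4 at 0.35.

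With arrays aligned at their 75th percentile, 189 and 766 genes were called on POD4, 3 and 5 on POD6, and 53 and 46 on POD12. K/P genes higher in *P.a.*-infected wounds on POD4 were 12830. By limma 0 K/P genes were called on POD6, with 501 at an unadjusted p under 0.05. On POD12, 0 were higher in *K.p.*- and 7 in *P.a.*-infected wounds, with 684 at an unadjusted p under 0.05. The common genes of POD4 were 117, with 0 in opposite directions, and 75.4% of the 114 upregulated and 33.3% of the 3 downregulated changed more in *P.a.*-infected wounds. The lists shared 1 downregulated gene on POD4, 0 upregulated and 1 downregulated on POD6, and 9 and 3 on POD12, and the largest shares between PODs were 33.3% for *K.p.*, or 1 gene on a list of 3, and 0% for *P.a.* TLR3 P.a. POD4 reversed to 0.53 and TLR3 K/P POD4 to 1.38. The share of upregulated genes was 47.3% in place of 60.3% for *P.a.* on POD4 and 0% in place of 70.8% for *K.p.* on POD6. The median log2 fold change of all genes shifted to -0.65 and 0.70 on POD4, and 1.04 and 0.49 on POD6. Of the named genes' results, 53 kept direction and call, 39 lost their call, 2 gained one and 10 changed sign, of which 8 were called neither before nor after. These were ALDH1A3 K/P POD4 at 0.43, IFNG K.p. POD4 at -0.044, EGR1 K.p. POD4 at -0.62, OAS2 K/P POD6 at -0.49, GAPDH P.a. POD4 at -0.085, GAPDH K.p. POD6 at -0.30, GAPDH K.p. POD12 at -0.15 and S100A9 K/P POD4 at -0.43.

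With only probes well above background on at least 39 arrays, which tests 6905 genes, the K/P genes were 1463 and 1510 on POD4, 92 and 54 on POD6, and 117 higher in *P.a.*-infected wounds on POD12. The shares were 91.8% and 79.7% for the common genes of POD4 and 11.8% for the largest *P.a.* share between PODs, and the lists of POD6 shared 9 and 6 genes. IQGAP1 K/P POD4 reversed to 0.42, here and with the brightest probe, since only its brighter probe entered. The filter on a whole group gave 157 genes higher in *K.p.*-infected wounds on POD6. The brightest probe gave 117 and 74 K/P genes on POD6, 5 common genes with opposite directions and 66.1% of the common downregulated genes changed more in *P.a.*-infected wounds. With only the arrays of the POD in the model, which leaves fewer degrees of freedom, 75 *K.p.* genes were called on POD4, with 977 and 1010 K/P genes, 120 common genes, 2 of them opposite, shares of 84.0% and 67.4%, and 40 and 2 genes shared by the lists. On POD6 the downregulated lists shared 26, and on POD12 the K/P genes were 1253 and 605. The authors' normalized intensities gave 9 shared upregulated genes on POD6 and 157 *P.a.* genes on POD12. With outlying spots kept in them, 15 and 33 genes were called on POD6, 9 upregulated genes were shared there, and 151 *P.a.* genes were called on POD12. The share of upregulated genes was 68.6% in place of 78.8% for *P.a.* on POD6 with these intensities, and 43.5% in place of 54.0% for *K.p.* on POD12 with the spots kept.

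With slide as a random block, at a correlation of 0.179, 154 *K.p.* genes were called on POD4, 10 and 14 on POD6, and 112 *P.a.* genes on POD12. Shared with the main result were 146 of the 154. The K/P genes were 8 and 9 on POD6 and 37 and 30 on POD12. The common genes of POD4 were 286, 2 of them opposite, and 62.6% of those downregulated changed more in *P.a.*-infected wounds. The lists shared 6 downregulated genes on POD4, 4 and 6 on POD6 and 19 downregulated on POD12. With rabbit as a random block, at a correlation of 0.353, the called genes were 71 for *K.p.* on POD4, 0 by limma for *K.p.* on POD6 with 303 at an unadjusted p under 0.05, 2 for *P.a.* on POD6, and 44 and 19 on POD12. The K/P genes were 633 and 980 on POD4, 2 and 2 on POD6, and 3 and 3 on POD12. Of 93 common genes 0 were opposite and 44.8% of the 29 downregulated changed more in *P.a.*-infected wounds. The lists shared 31 and 3 genes on POD4, 0 and 0 on POD6 and 1 downregulated gene on POD12, and the largest *P.a.* share between PODs was 0%. With the mean of each rabbit's wounds, where a lone sample in 5 of 9 groups is assumed to vary like the other groups, 10 and 681 genes were called on POD4 and 1 for *K.p.* on POD12. By limma there were 0 for *K.p.* on POD6 (228 at an unadjusted p under 0.05), 0 for *P.a.* on POD6 (135) and 0 for *P.a.* on POD12 (709). The K/P genes were 55 and 129 on POD4, 0 on POD6 (322) and 0 on POD12 (454). Of 10 common genes 0 were opposite, and no share of downregulated genes could be given. The lists shared 9 and 0 genes on POD4 and 0 on POD6 and POD12, and the largest shares between PODs were 0%.

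The replicate numbers do not pair the wounds. Of 36 same-numbered pairs, 3 had a correlation of deviations over 0.1, with a range of -0.288 to 0.137 and a median of -0.0154. With the replicate block, 73 *K.p.* genes were called on POD4 and 148 *P.a.* genes on POD12, with 1030 and 968 K/P genes on POD4 and 88 and 60 on POD6. Of 106 common genes 1 was opposite, the shares were 84.6% and 62.5%, and the lists of POD4 shared 33 and 3 genes.

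Array quality weights, between 0.156 and 2.91, gave 55 and 115 genes on POD6, K/P genes of 983 and 1574 on POD4, 1777 and 956 on POD6 and 1847 and 1356 on POD12, shares of 97.1% and 91.9%, 33 and 23 genes shared on POD6 and a largest *P.a.* share between PODs of 11.0%. Scan day as a block gave 133 and 90 genes on POD12, of which 116 and 80 were shared with the main result, and 43 and 23 genes shared by the lists. On POD12 this block leaves uninfected replicates 4 and 5 as the only controls.

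With each wound left out in turn, the called genes were 227 to 365 and 1319 to 1537 on POD4. They were 15 without *K.p.* replicate 2 to 44 without *K.p.* replicate 1, and 29 without *P.a.* replicate 2 to 57 without uninfected replicate 4, on POD6. On POD12 they were 194 to 246, and 132 without *P.a.* replicate 2 to 299 without uninfected replicate 4. The K/P genes were 1887 to 2404 and 2272 to 3073 on POD4. On POD6 they were 43 to 897 and 42 to 448, lowest without *P.a.* replicate 3 and highest without *K.p.* replicate 1. On POD12 they were 125 to 292 and 132 to 440, lowest without *P.a.* replicate 4 and highest without *P.a.* replicate 5. The common genes of POD4 were 647 without uninfected replicate 3 to 1190 without *K.p.* replicate 4, with 4 to 22 opposite, and the shares 85.7% to 92.7% and 63.5% to 78.0%. The lists shared 56 to 66 and 11 to 18 genes on POD4, 6 without *K.p.* replicate 5 to 24 without *K.p.* replicate 1 and 10 to 17 on POD6, and 19 to 37 and 19 to 44 on POD12. The largest shares between PODs were 2.5% to 5.5% for *K.p.* and 4.5% to 9.03% for *P.a.*

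Changes of sign among named genes called neither before nor after were fewer under the other alternatives. MXD1 K/P POD4 was at 0.015 with the offset. With the brightest probe OAS2 K.p. POD6 was at -0.027 and IL1B K/P POD4 at 0.47. With slide as a random block CD5 K/P POD4 was at -0.16 and MXD1 K/P POD4 at 0.29. With rabbit as a random block CD5 K/P POD4 was at -0.15 and MXD1 K/P POD4 at 0.17. With the mean of each rabbit's wounds CD5 K/P POD4 was at -0.38, MXD1 K/P POD4 at 0.38 and MMP1 as the files name it K.p. POD4 at 0.0099. The authors' intensities put CD5 K/P POD4 at -0.0070 and GAPDH K.p. POD12 at -0.16, and with outlying spots kept at -0.0070 and -0.14. Array quality weights put GAPDH P.a. POD6 at -0.0080 and MMP1 as the files name it K.p. POD4 at 2.0e-04, and the scan-day block put GAPDH K.p. POD12 at -0.19. With a wound left out, the range was -0.17 to 0.37 for CD5 K/P POD4, -0.54 to 0.21 for MXD1 K/P POD4, -0.14 to 0.14 for GAPDH K.p. POD12, -0.11 to 0.29 for GAPDH P.a. POD4 and -0.11 to 0.24 for GAPDH P.a. POD6. For MMP1 as the files name it K.p. POD4 it was -0.037 to 0.034, for MMP1 as the files name it K/P POD4 -0.0017 to 0.085, and for MMP1 as the files name it P.a. POD4 -0.018 to 0.078.

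Signal over background limits weak genes. Of the called genes of POD4, 6 for *K.p.* and 19 for *P.a.* were not well above background on any array of 1 group, as were 3 and 5 on POD12.

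The number of splits of the same wounds that gave results as large, the real one included, excluded chance in how single wounds fell into groups for the called genes of both infections on each POD (2 of 100 for *K.p.* on POD4, 1 of 35 for *P.a.* on POD4 and 1 of 100 for the others), for the common genes of POD4 (2), and for K/P genes on POD4 (2 and 1) and POD12 (1 of 35 for both). The splits exchange wounds and not rabbits, so that chance between rabbits is not excluded by them. With rabbit as a random block 0 and 2 genes were called on POD6. For the shared lists (1 and 4 splits on POD4, 2 and 4 on POD6, 1 and 1 on POD12) and the largest shares between PODs (1 and 1), most splits called no gene for at least 1 of the lists, and the test was set aside after its result was seen. Both lists held a gene in 21 of 100 splits on POD4, 6 on POD6, 2 and 3 on POD12, and 13 and 11 between PODs, so that these numbers leave open whether the overlap exceeds chance. The other split as large for *K.p.* on POD4 gave 285 genes. On POD4 the other split as large for genes higher in *K.p.*-infected wounds followed slide 1 and 1 rabbit and gave 2652 genes lower there, against 1907 for the real split with slide and 633 with rabbit as a random block.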

Differences from the paper's values

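The array quality weights, the scan-day block, outlying spots kept and the authors' intensities with such spots kept were chosen only after the result was seen. The other alternatives were set before the data were examined, and each sentence below on alternatives names all of them under which the value came within the limits of the paper's, except that for wounds left out in turn their number is given. A count was within the limits where the larger of it and the paper's was at most 1.5 times the smaller. A log2 fold change was within them where it had the sign of the paper's and differed from it by no more than the larger SD of the groups compared.

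For *P.a.* on POD6 the paper's count of genes past 2-fold is 30 and the count here was 52, and of those upregulated the paper's count is 21 and the count here was 41. Both were within the limits with the authors' normalized intensities, and also with outlying spots kept in them, an alternative chosen after seeing the values, and not with the other alternatives on all wounds. Without 1 wound the counts were 29 to 57 and 22 to 46, each within the limits for 8 of 9 wounds left out.

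On POD12 the paper's count of genes upregulated by *K.p.* is 77 and the count here was 116, within the limits with the filter of 39 arrays, slide as a random block and the authors' intensities, and with outlying spots kept, the authors' intensities with such spots and the scan-day block, chosen after seeing the values. For *P.a.* the paper's count is 129 and the count here was 200. It was within the limits with the filter of 39 arrays, only the arrays of the POD, slide as a random block, the replicate block and the authors' intensities, and with the authors' intensities with outlying spots and the array quality weights, chosen after seeing the values. The other alternatives on all wounds were not within the limits for either count. Without 1 wound the counts were 104 to 138 for *K.p.* and 105 to 246 for *P.a.*, each within the limits for 5 of 9 wounds left out.

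Of the genes upregulated in both infections on POD4, the paper's count of those changed more by *K.p.* is 36 and the count here was 57. An offset of 16, alignment at the 75th percentile, the filter of 39 arrays, the brightest probe and the authors' intensities were within the limits, as were outlying spots kept, the authors' intensities with such spots and the scan-day block, chosen after seeing the values. The others on all wounds were not, and without 1 wound the count was 33 to 87, within the limits for 10 of 13 wounds left out.

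The paper's K/P count of genes higher in *K.p.* on POD4 is 836 and the count here was 2267. Only the arrays of the POD, rabbit as a random block and the replicate block were within the limits, and array quality weights, chosen after seeing the values, and no wound left out brought it there. On POD12 the paper's counts are 118 genes higher in *P.a.* and 86 higher in *K.p.*, and those here were 334 and 373. The first was within the limits with the processed signal and the filter of 39 arrays, and without *P.a.* replicate 4 (132) or replicate 2, and the second with the processed signal (62) and without *P.a.* replicate 4 (125). The other alternatives were not.

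The upregulated lists of POD6 share about 9 genes in Fig. 2, read by eye, and shared 16 here, with the filter of 39 arrays, the brightest probe and the authors' intensities within the limits, and the authors' intensities with outlying spots and the scan-day block, chosen after seeing the values. The others on all wounds were not, and without 1 wound the number was 6 to 24, within the limits for 12 of 14 wounds left out.

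For THBS2 in *K.p.* on POD12 the paper's log2 fold change is -2.9 and the value here was -1.68 (larger SD 0.626), with no alternative within the limits and -1.90 to -1.50 with a wound left out. For COL5A2 in *K.p.* on POD12 the paper's value is -1.5 and the value here was -2.02 (larger SD 0.507). Slide as a random block and the authors' intensities were within the limits, and so were the authors' intensities with outlying spots and the array quality weights, chosen after seeing the values. Without 1 wound the value was -2.20 to -1.80, within the limits for 5 of 9 wounds left out.

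The paper has TLR3 upregulated by *P.a.* on POD4, where it was lower here by a log2 fold change of -0.34. The paper has TLR3 upregulated by *P.a.* on POD6 too, and there the direction was the same. All *P.a.*-infected wounds of POD6, at 8.59 to 8.78, lay above the uninfected ones, at 7.88 to 8.09. For TLR3 P.a. POD4, alignment at the 75th percentile gave 0.53. In the paper no gene is on the *K.p.* lists of all 3 PODs, and here there was 1 when direction was disregarded. That gene was upregulated on POD4, at 1.87, and downregulated on POD6 and POD12, at -3.35 and -3.72. The paper counts CD5, MXD1, ALDH1A3 and IQGAP1 among the genes upregulated in both infections on POD4 and more so by *K.p.* Here CD5 rose slightly more in *P.a.*-infected wounds, at 1.07 against 1.02, and its K/P difference of 0.05 was called under no alternative. It took the paper's direction, uncalled, with slide or rabbit as a random block, the mean of each rabbit's wounds, the authors' intensities, these with outlying spots, chosen after seeing the values, and 5 of 9 wounds left out. The other 3 had the paper's direction, with K/P differences of -0.02 for MXD1, -0.26 for ALDH1A3 and -0.69 for IQGAP1 that were not called. MXD1 was called under no alternative and lost the paper's direction with the processed signal, an offset of 16, slide or rabbit as a random block, the mean of each rabbit's wounds and 6 of 9 wounds left out, and ALDH1A3 lost it with alignment at the 75th percentile. ALDH1A3 was called only without *P.a.* replicate 3, and IQGAP1 with alignment at the 75th percentile and without *K.p.* replicate 5 or *P.a.* replicate 4. The filter of 39 arrays and the brightest probe also called IQGAP1, but higher in *P.a.*-infected wounds. IQGAP1 in *P.a.*-infected wounds was not called, at 0.67, except with the filter of 39 arrays, the brightest probe, the authors' intensities and, chosen after seeing the values, these with outlying spots. The paper has S100A9 upregulated in both infections on POD4, and more so in *P.a.*-infected wounds. Here the direction was the same and the difference of 0.42 was called under no alternative and turned to -0.43 with alignment at the 75th percentile. The rise of S100A9 in *K.p.*-infected wounds, at 0.48 (adjusted p = 0.321), was not called. DN885016 in *K.p.*-infected wounds was not called, at 0.33, except with the filter of 39 arrays, the authors' intensities and, chosen after seeing the values, these with outlying spots. FMO1, which the paper has higher in *K.p.*- than *P.a.*-infected wounds of POD12, was not called, at -0.52, except with only the arrays of the POD, the replicate block, the authors' intensities and, chosen after seeing the values, these with outlying spots and the array quality weights.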

Other observations

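The test of the number of genes called in both infections against unchanged groups, the array quality weights and the limit of 1.5 on a ratio read as near 1 were chosen only after the result was seen.

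A hypothesis was that the larger number of genes called in *P.a.*- than *K.p.*-infected wounds on POD4 has a technical source. The ratio of the counts was 4.91, and it would come near 1 if that were the whole reason. It was 4.36 with only probes well above background on at least 39 arrays, which argues against dim probes as the whole reason. With arrays weighted by quality it was 4.17. The weights of the *P.a.* arrays of POD4, 0.185 to 0.568, all lay below those of the uninfected arrays, 0.588 to 1.75. Weights leave a bias common to the *P.a.* arrays in place, so that ratio cannot exclude lower quality as the source. The ratio was 8.45 with slide as a random block and 68.1 with the mean of each rabbit's wounds, where the *K.p.* count fell from 285 to 154 and 10 and the *P.a.* count from 1399 to 1302 and 681. The ratios with slide and rabbit were set aside after they were seen, since on POD4 the uninfected arrays shared no slide with infected ones and each rabbit lay in 1 group. Slide and rabbit stay open as sources. That all 4 *P.a.* arrays are dim stays open, since each was dimmer than every uninfected array of this POD. *K.p.* replicate 5, at 86.0 units, was dimmer still, so dimness was not confined to *P.a.* on this POD. A different response of the wound to *P.a.*, the biological explanation that the design gives, is untested against dimness.

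A further hypothesis was that the genes called in both infections on POD4 come from the shared uninfected arrays. Unchanged groups simulated against these arrays gave at most 45 genes called in both, against 976 observed. Spread between wounds alone, with no gene changed, thus did not give such a number. The simulations kept no offset common to the uninfected arrays, which shared no slide with infected ones, so such an offset stays open. By the correlation of the log2 fold changes across genes, 2 of 100 simulations reached the observed 0.659, with a highest value of 0.811, which leaves open how much of the correlation is shared control. In 1 random grouping, which placed the 4 *P.a.* wounds as the uninfected group, 3015 genes were called in both.

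On the first 1999 of 19879 sequences in Additional file 1, the paper's log2 fold changes and those here had correlations across genes, which are not independent replicates, of 0.929 to 0.974, and the slope of the paper's values on those here was 0.804 to 0.860.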
